# Mucosal immune and stress responses of *Neoparamoeba perurans*-infected Atlantic salmon (*Salmo salar*) treated with peracetic acid shed light on the host-parasite-oxidant interactions

**DOI:** 10.3389/fimmu.2022.948897

**Published:** 2022-08-25

**Authors:** Carlo C. Lazado, David A. Strand, Mette W. Breiland, Francisco Furtado, Gerrit Timmerhaus, Mona C. Gjessing, Sigurd Hytterød, Grigory V. Merkin, Lars-Flemming Pedersen, Karin A. Pittman, Aleksei Krasnov

**Keywords:** amoebic gill disease, aquaculture, fish health, gill health, mucosal immunity, mucous cells, oxidative stress, parasitic infection

## Abstract

Treatment development for parasitic infestation is often limited to disease resolution as an endpoint response, and physiological and immunological consequences are not thoroughly considered. Here, we report the impact of exposing Atlantic salmon affected with amoebic gill disease (AGD) to peracetic acid (PAA), an oxidative chemotherapeutic. AGD-affected fish were treated with PAA either by exposing them to 5 ppm for 30 min or 10 ppm for 15 min. Unexposed fish from both infected and uninfected groups were also included. Samples for molecular, biochemical, and histological evaluations were collected at 24 h, 2 weeks, and 4 weeks post-treatment. Behavioral changes were observed during PAA exposure, and post-treatment mortality was higher in the infected and PAA treated groups, especially in 10 ppm for 15 min. Plasma indicators showed that liver health was affected by AGD, though PAA treatment did not exacerbate the infection-related changes. Transcriptome profiling in the gills showed significant changes, triggered by AGD and PAA treatments, and the effects of PAA were more notable 24 h after treatment. Genes related to immune pathways of B- and T- cells and protein synthesis and metabolism were downregulated, where the magnitude was more remarkable in 10 ppm for 15 min group. Even though treatment did not fully resolve the pathologies associated with AGD, 5 ppm for 30 min group showed lower parasite load at 4 weeks post-treatment. Mucous cell parameters (i.e., size and density) increased within 24 h post-treatment and were significantly higher at termination, especially in AGD-affected fish, with some treatment effects influenced by the dose of PAA. Infection and treatments resulted in oxidative stress—in the early phase in the gill mucosa, while systemic reactive oxygen species (ROS) dysregulation was evident at the later stage. Infected fish responded to elevated circulating ROS by increasing antioxidant production. Exposing the fish to a crowding stress revealed the interference in the post-stress responses. Lower cortisol response was displayed by AGD-affected groups. Collectively, the study established that PAA, within the evaluated treatment protocols, could not provide a convincing treatment resolution and, thus, requires further optimization. Nonetheless, PAA treatment altered the mucosal immune and stress responses of AGD-affected Atlantic salmon, shedding light on the host-parasite-treatment interactions.

## 1 Introduction

Fish gills are multifunctional organs and play a fundamental role in gas exchange, ion regulation, osmoregulation, acid-base balance, ammonia excretion, and hormone production (1). With its close contact with the aquatic environment, they are portals and attachment sites for many pathogens and as such, exhibit a wide range of immune defense mechanisms (2). In Atlantic salmon (*Salmo salar*) farming, gill health is presently considered as one of the major production problems worldwide (3). Numerous physical, chemical, and biological factors can affect gill health on the farms, especially in sea cages where risks are higher compared with land-based closed systems; one of which, amoebic gill disease (AGD), is a long-standing challenge that dates back to the 80s (4, 5). AGD is caused by the parasite *Neoparamoeba perurans*, initially identified in Tasmania, Australia but now found in different parts of the globe where salmon is being farmed. In Norway, the first documented case of AGD in farmed salmon was in 2006, and the report suggested that the marine environment was a reservoir for the amoeba (6). The colonization of the gills by the parasite initiates a tri-phasic host response that includes a localized reaction to parasite attachment, non-specific immuno-regulatory cell infiltration and advanced hyperplasia with epithelial stratification (7). Gross pathology is commonly assessed by gill scoring based on the severity and prevalence of white mucoid patches on the gill surface (8, 9), and, histologically, lesions are characterized by hyperplasia, lamellar fusion, lamellar vesicles in addition to the presence of amoeba (10, 11). The increasingly common mandatory delousing in commercial salmon farms can cause damage to the gills and other mucosal barriers, damage which persists up to 3 weeks post-treatment and leaves the fish vulnerable to pathogens; reduced growth is likewise observed during this period (12). Although mortality is often considered a moderate problem associated with AGD, it is a significant cause of compromised welfare and reduced growth. These consequences, if not addressed, will serve as contributing factors to other serious health problems (13, 14). According to the Norwegian Fish Health Report (15), the number of AGD outbreaks and the degree of severity in Norwegian salmon farms varies from year to year.

AGD initiates immunological responses in the gill mucosa, but changes can also be observed at the systemic level (11, 16, 17). Mucins are glycopolymers of mucus, and the expression of two mucins (*muc5*, *muc18*) showed differential regulation in AGD-affected fish where upregulation of the secreted *muc5* was detected, while the membrane bound *muc18* demonstrated downregulation (16). A whole-genome wide transcriptomic studies revealed that the early onset of disease is characterized by the activation of complement and the acute phase proteins and simultaneous immunosuppression particularly in the cytokine signaling pathway (5). However, a number of targeted qPCR studies on cytokine expression during AGD infection showed contradictory results, which was partly explained by a number of factors during experimental infection, including the stage of AGD lesion, infectious dose, and sampling time among many others (11). At a later stage of infection, it was shown that genes involved in the major histocompatibility complex I (MHC-I) pathway were substantially downregulated, and the downregulation of *interferon regulatory factor 1* (*irf1*) has been implicated to mediate this response (18). AGD changed the expression of antigen presenting cells, including B cells and T cells. Particularly, CD8+ cells and not CD4+ T cells primarily constituted the T-cell response (19). Furthermore, it was demonstrated that the genes regulating the T helper subsets including Th1 (*ifnγ, tnfα3*), Th17 (*il17a/f1b, il17d, il22*), and Treg (*tgfβ1b, il10a, il10b*) were significantly downregulated, whereas Th2 pathway (il4/13a, il4/13b) was significantly upregulated at the later stage of infection (20).

With the unavailability of vaccines, AGD management relies on therapeutic interventions. Freshwater bath treatment is the most common therapeutic method for AGD and, by far, the only method that provides favorable treatment results (9, 21). Even though this method is effective in controlling AGD to a greater extent, the strategy entails significant infrastructure costs and is labor expensive. One important consideration that remains a significant challenge is the requirement for a nearby freshwater source (22). Oxidative disinfectants are often used against many ectoparasites in fish (23) and, likewise, have been explored for the treatment of AGD. Hydrogen peroxide (H_2_O_2_) was identified to affect AGD and was regarded as a preferred method when freshwater accessibility poses a daunting logistical challenge (24), although the H_2_O_2_ treatment procedure induces persistent damage to all exposed fish mucosa (12). H_2_O_2_ effectiveness is found to be less than freshwater bathing, although both treatments are not fully effective because AGD was observed to re-appear in treated fish, both under natural and controlled experimental conditions (9, 21). Moreover, issues on the H_2_O_2_ toxicity towards non-target organisms, such as shrimps, have been highlighted in recent years and, thus, raise significant concern about H_2_O_2_ use, particularly in Norwegian aquaculture (25). Therefore, new chemotherapies for AGD that are effective and pose minimal risk on fish health and environment must be explored.

In the present study, we evaluated peracetic acid (PAA), a potent oxidant commercially available as an acidified mixture of acetate and H_2_O_2_ (26), as a candidate treatment for AGD. PAA has been shown to have a broad spectrum of antimicrobial activity (23, 27), and its biocidal action is underscored by denaturation of protein, disruption of cell-wall permeability, and oxidation of sulfhydryl and sulphur bonds in proteins, enzymes, and other metabolites (28). Toxicity is often a major issue in using PAA in fish; nonetheless, the effective dose for many aquaculture pathogens is low compared with H_2_O_2_ (29). In a series of studies, we have identified the health and welfare consequences of using PAA (e.g. 0.6 mg/L to 10 mg/L) in Atlantic salmon smolts and found the range of doses that carries minimal risks, at least for naïve, uninfected fish (30–33). Physiological responses of smolts to PAA are not only influenced by dose but also by frequency of application, size of fish, and stress status. PAA, as an oxidant, has been demonstrated to be a potent trigger of oxidative stress and induced structural alterations in the mucosa. Nonetheless, salmon smolts orchestrated a cascade of mucosal and systemic adaptive responses to counteract the physiological pressures from PAA exposure (32, 33). Here, we reported the first study that employed PAA as a candidate treatment for parasitic infection in Atlantic salmon. Using an array of response parameters—behavior, visual evaluation, histology, biochemical analysis, and gene expression profiling, we identified the effects of AGD on host physiology and elucidated how the oxidative chemotherapeutics regulated these responses that could influence potential disease resolution.

## 2 Materials and methods

### 2.1 Ethical considerations

The study adhered to the Guidelines of the European Union (Directive 2010/63/EU) and the Norwegian Animal Welfare Act and was approved by the Norwegian Food Safety Authority under FOTS ID 20/37233. Key personnel of the trial hold a FELASA C Certificate.

### 2.2 Induction of amoebic gill disease in Atlantic salmon smolts

The fish experiment was performed at the Fish Health Laboratory of Tromsø Aquaculture Research Station (HiT), Norway. Atlantic salmon eggs were purchased from a commercial supplier and reared at the station under normal production protocol until they reached the experimental size of around 80–90 g. Fish were screened for relevant bacterial, viral, and parasitic pathogens before commencing the trial. There were 720 fish at the start of the trial. They were divided into two groups—one group was the “uninfected” group, whereas the other group was the “infected” group. Each group had 360 fish stocked in 1 800-L tank. AGD was induced in the infected group by exposing the fish to *Neoparamoeba perurans*: the isolate was from an outbreak in South-West Norway during Autumn of 2019 (17). The pathogenicity of the isolate was established earlier in a pre-trial. Experimental infection was induced as follows: water flow was closed, the amoeba culture was added directly to the tank achieving a concentration of 1 500 parasites per L, and fish were exposed for 1 h. During the exposure period, the level of oxygen was routinely monitored to ensure that the dissolved oxygen (DO) level did not go below 85% saturation. After the exposure period, water was immediately flushed out and replaced with clean water. The fish from the uninfected group were handled similarly but without the addition of the parasite. The experimental fish were under the following conditions: water flow rate in the tanks was 6-7 L/min, the water temperature at 14.5°C, oxygen at >85% saturation, salinity at 35 ppt, photoperiod set at 24 light: 0 darkness, and continuous feeding regime with a commercial diet (Skretting Nutra Olympic 3 mm, Averøy, Norway) administered through a belt feeder. These conditions were likewise adapted throughout the trial.

### 2.3 Oxidant treatment by PAA

Twenty (20) days after infection, fish were distributed to 8 500-L exposure tanks, four tanks for untreated and four tanks for treated groups (**Figure 1**). Each tank was stocked with 60 fish per tank. Fish were allowed to acclimate for 5 days before the PAA treatment was performed. The exposure protocol was as follows: Water flow in the tank was closed. Divosan Forte VT6 (Lilleborg AS, Olso, Norway), a commercially available PAA product, was added to the tank at several locations to achieve the final concentration of either 5 or 10 ppm. Aeration was provided to allow mixing. The exposure protocol had been previously standardized (32). Before the treatment, the actual PAA and hydrogen peroxide concentration in the trade product was analytically verified by DTU Aqua. The fish group treated with 5 ppm was exposed for 30 mins, whereas the 10 ppm group was exposed for 15 min. These concentrations and exposure durations were earlier identified to pose moderate health risks to naïve Atlantic salmon smolts (31, 32). In addition, these concentrations were found to exhibit amoebicidal activity against *N. perurans in vitro* (unpublished data). During the exposure period, fish behavior was documented by trained personnel who recorded changes every 5 min. Some of the behavioral changes that were routinely noted include: erratic swimming, loss of balance, rapid opercular ventilation, and clustering near the water inlet. Oxygen was supplied during exposure to ensure that DO was >85% saturation. After the exposure period, water flow was opened, and water was replaced to at least 75% in the next 8-10 min (**Figure 1**).

**Figure 1:**
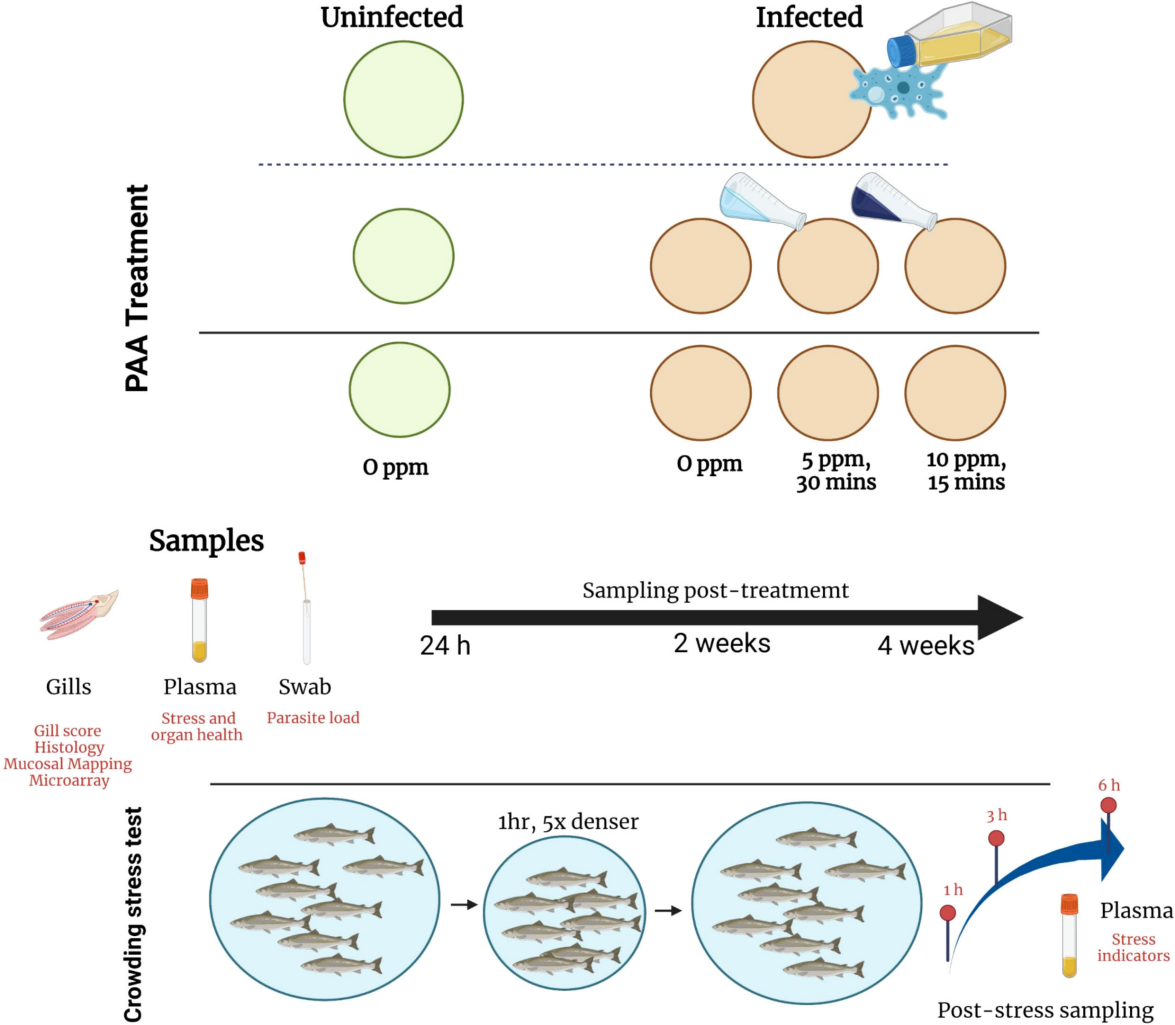
Experimental set-up: distribution of treatment groups and sampling strategies. AGD was induced by bath exposure to *N. perurans*. PAA treatment was performed by exposing the infected fish to 5ppm PAA for 30 min or 10 ppm for 15 min. Uninfected–0 ppm group served as control. Sampling was performed at three occasions. After the last sampling, fish were exposed to a crowding stress test. Created with BioRender.com (Agreement number VF2434DFB9).

### 2.4 Sample collection

The sampling outline is presented in **Figure 1**. There were three major tissue samplings—24 h, 2 weeks, and 4 weeks after the treatments. For each sampling occasion, five fish were randomly netted from each tank and humanely euthanized with a bath overdose of Benzoak Vet (ACD Pharmaceuticals AS, Leknes, Norway). The fork length and weight of the fish were recorded. Blood was collected using lithium heparinized vacutainer (BD, Plymouth, United Kingdom) from the caudal artery, centrifugated for 10 min at 5,200 rpm (Heraeus Labofuge 200, Thermo Scientific, Massachusetts, USA), plasma was separated and stored at -80°C until analysis. After the macroscopic gill score was assessed (8), gill swabs (Sarstedt, Germany) were taken from the left side of the gills and stored in ATL buffer (Qiagen, Hilden, Germany) for the qPCR quantification of parasite load. The first gill arch of the right side of the fish was collected and suspended in 10% neutral buffered formalin (BiopSafe^®^, Stenløse, Denmark) for Quantidoc’s mucosal mapping analysis. The second gill arch was, likewise, dissected and divided into two—one fraction (i.e., non-lesion region) was placed in RNAlater (Ambion^©^, Connecticut, USA), kept at room temperature for 12 h for penetration and afterwards stored at -80°C until further use, whereas the other fraction was stored in 10% neutral buffered formalin (BiopSafe^®^, Stenløse, Denmark) for histological use.

### 2.5 Crowding stress

Salmon are often exposed to different production-related stress. Infection and treatment are factors that could influence the ability of the fish to respond to secondary stressors, therefore, we explored whether AGD and PAA treatment could impact the innate stress responses of salmon. Twenty four (24) h after the last tissue sampling, the remaining fish (N=30 per replicate tank) were subjected to a crowding stress test by lowering the water volume in the tank to achieve a density 5x higher than the initial density. Fish were under this condition for 1 h, thereafter, the water level was returned to the initial level. DO level was maintained at >85% saturation and, whenever necessary, oxygen was injected during the crowding. Five fish at 1, 3, and 6 h were sampled from each tank after the stress challenge for plasma collection. Euthanasia and sample handling were similar, as described in Section 2.4.

### 2.6 Plasma stress and organ health indicators

Pentra C400 Clinical Chemistry Analyzer (HORIBA ABX SAS, Montpellier, France) was used to determine the level of lactate, glucose, alkaline phosphatase (ALP), alanine aminotransferase (ALAT), lactate dehydrogenase (LDH), and creatinine (CR) in plasma. Commercially available kits were used to measure cortisol (Demeditic Diagnostics GmbH, Kiel, Germany), total antioxidant capacity (TAC, Sigma Aldrich, Missouri, USA), and reactive oxygen species (ROS)/reactive nitrogen species (RNS) (CellBiolabs, Inc., California, USA) in plasma. The TAC kit measures the concentration of the combination of both small molecule and protein antioxidants, and TOC is expressed as Trolox (a water-soluble vitamin E analogue) equivalent. The ROS/RNS kit, a collection of ROS and RNS including hydrogen peroxide, nitric oxide, peroxyl radical, and peroxynitrite anion, uses a proprietary fluorogenic probe, DCFH-DiOxyQ. Lactate, glucose and cortisol are key markers for stress level, ALP and ALAT are indicators of liver health, LDH is an indicator of tissue damage, CR accounts for kidney function, and TAC and ROS provide information about oxidative stress level. All analyses were performed in duplicate.

### 2.7 RNA isolation and microarray analysis

Total RNA from the gills (N=6 fish per treatment group; three per replicate tank) was isolated from the RNAlater^®^-preserved samples using the Agencourt RNAdvance™ Tissue Total RNA Purification Kit (Beckman Coulter Inc., CA, USA). All samples had an RNA Integrity Number (RIN) above 8.4 as evaluated by the Agilent^®^ 2100 Bioanalyzer™ RNA 6000 Nano Kit (Agilent Technology Inc., Santa Clara, CA, USA). The microarray analysis was performed using a custom-designed 15K Atlantic salmon DNA oligonucleotide microarray SIQ-6 (Agilent Array, ICSASG_v2), and all re-agents that were used were from Agilent Technologies. The One-Color Quick Amp Labelling Kit (CA, USA) was used for RNA amplification and Cy3 labelling using 110 ng of RNA template per reaction. Gene Expression Hybridization Kits were used for the fragmentation of labelled RNA. This was followed by a 15-h hybridization in a 65°C oven with a constant rotational speed of 10 rpm. Thereafter, the arrays were successively washed with Gene Expression Wash Buffers 1 and 2 and scanned using the Agilent SureScan Microarray Scanner. Pre-processing was performed in Nofima’s bioinformatics package STARS (Salmon and Trout Annotated Reference Sequences) (34).

### 2.8 Parasite load quantification

DNA was extracted from the gill swabs using the DNeasy Blood and Tissue Kit (Qiagen, Hilden, Germany). The DNA samples were analyzed using a *N. perurans* specific qPCR to confirm the presence of *N. perurans* and estimate DNA copies as a measure of parasite load (17). The samples were analyzed on the CFX96 Touch System (Biorad, California, USA) with 25 µl reactions consisting of 12.5 µl TaqPath qPCR Mastermix, 500 nM of each primer and 250 nM of probe (forward primer 5’-GTT CTT TCG GGA GCT GGG AG-3’, reverse primer 5’- CAT GAT TCA CCA TAT GTT AAA TTT CC-3’ and probe 5’-FAM/CTC CGA AAA/ZEN/GAA TGG CAT TGG CTT TTG A/3IABkFQ-3’), PCR grade water, and 5 µl DNA sample. The thermocycling conditions were as follows: an initial denaturation at 95°C for 20 s, followed by 50 cycles of denaturation at 95°C for 3 s and annealing at 60°C for 30 s. In each qPCR run, a 10-fold standard dilution series were included in order to estimate DNA copies per sample reaction. The standard dilution consisted of synthesized dsDNA (gBlocks™ gene fragment, Integrated DNA Technologies, Iowa, USA) of the qPCR target region with known DNA concentrations.

### 2.9 Histological evaluation

Formalin-preserved gills were processed, and sections were stained with Haematoxylin-Eosin and digitized by the Pathology Division of the Norwegian Veterinary Institute in Harstad, Norway. Histological assessment of the gills was carried out with semi-quantitative scoring (0–5) of the following parameters: epithelial hyperplasia as seen in AGD (segmental hyperplasia dominated by epithelial cells), other epithelial hyperplasia, and lesions in lamellar vessels. The presence of amoeba, epitheliocysts, was noted as recorded or not recorded.

### 2.10 Mucosal mapping

The formalin-preserved gill samples were subjected to Mucosal Mapping following the standard protocol of Quantidoc AS (35). Mucosal Mapping describes the design-based stereological quantitative measurement of mucous cell sizes, mucous cell volumetric densities in the epithelium, rather than numeric density and their abundance in mucosal barriers of skin, gills, and intestines. Tissue sections stained by Periodic Acid Schiff – Alcian Blue were digitized, scanned, and processed through an automated software developed by Quantidoc AS for the stereological image analysis of the gill mucosa (Veribarr™). The analyzed mucosal features include mucous cell volumetric density (D, % epithelium filled with mucous cells) and mean mucous cell area at the cell equator (A, μm²) (35–37).

### 2.11 Data handling

All statistical tests were performed in SigmaPlot (Systat Software Inc., London, UK), except for microarray data. The normal distribution was evaluated using a Shapiro-Wilk test, whereas equal variance was analyzed by a Brown-Forsythe test before a two-way analysis of variance (ANOVA), which was employed to assess differences within treatment groups and timepoints. When at least one of the ANOVA requirements was not met, the dataset was log-transformed before performing the analysis. The statistical level of variance was set at *p* < 0.05. All data are presented as mean ± standard deviation (S.D.).

For mucous cell parameters, a Linear mixed effect model (lme) was used to test differences among treatments and sampling points (R studio, Massachusetts, USA). Statistical significance was set at P ≤ 0.05.

The microarray results were exported from STARS as log2 transformed expression ratios (ER) and further processed in R (version 4.0.2, https://www.r-project.org/). Expression levels were normalized to the mean expression after 24 h, untreated and uninfected groups. Significant differential expressed genes (DEGs) were defined by (1) P-value cut-off of <0.05 (ANOVA, aov() function, *stats* package) for any of the three factors, timepoint (three levels), treatment (two levels), and AGD infection (two levels). (2) Group means were calculated for 12 subgroups, and a minimum difference of >1 between the lowest and the highest mean was used to exclude genes with low effect-sizes. Genes that fulfilled both requirements (1) and (2) were defined as DEGs. This resulted in 1,054 DEGs, which were represented in a heatmap (heatmap.2() function, *gplots* package, **Figure 3**). 

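Applied to the deposited arrays, the same 2 requirements (an unadjusted p under 0.05 for any of the 3 factors and a range of the 12 group means above 1 on the log2 scale) were met by 4410 of the 14343 probes tested with limma. Without the requirement on the range this number was 10449. After normexp background correction it was 5314, and 1231 without the 2 arrays that this correction had raised most, a choice made after seeing the data. Supplementary Table 1, the paper's list of DEGs, holds 1054 rows for 940 distinct features, and all 940 were among the probes tested. Of these 940 features, 872 were among the 4410 probes and 68 were not. The other 3538 of the 4410 probes were not in the table. Group means over the features of the table, relative to “uninfected–0 ppm” at 24 h, correlated with the table's own column for the same group with r from 0.948 to 0.972 (across features, which are not independent replicates), and no other column of the table gave a higher r.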

Distances between genes were calculated using the Euclidean distance method, and the dendrogram was calculated by a complete linkage algorithm. The dendrogram was split into 12 clusters with distinctive expression patterns. Four clusters with similar expression patterns contained only one or two genes and were combined into a single cluster for presentation. The functional annotation terms, as they are used in STARS, where tested for significant enrichment within these clusters (fisher.test() with alternative hypothesis set to “greater” only, *stats* package). Terms with P-values <0.05 are shown next to the heatmap with indication in which cluster they were identified.

## 3 Results

### 3.1 Behavioral changes and performance indicators

Behavioral manifestations in the 5 ppm, 30 min groups during treatment were as follows: 1) the first 5–10 min showed abrupt swimming patterns, typified by avoidance and jumping out of the water; 2) the next 5–10 min were exemplified by rapid opercular ventilation; 3) the last 10 min showed clustering at the bottom of the tank, close to water inlet; opercular ventilation was magnified and not more than 10% of the fish showed loss of balance. For the groups treated with 10 ppm for 15 min, there were two main periods of behavioral changes: 1) The first half of the exposure period was characterized by rapid, erratic swimming and increased opercular ventilation by at least 30% of the population; and 2) the second half showed reduced swimming speed with some fish still showing abrupt swimming, clustering near the water inlet, increased opercular ventilation, and loss of balance in at least 15% of the population. In addition, there was a clear difference between infected and uninfected groups, with the former displaying heightened responses. After 24 h, the survival was as follows: “uninfected–0 ppm” = 100%, “infected–0 ppm” = 100%; “infected–5 ppm, 30 min” = 96.7%; and “infected–10 ppm, 15 min” = 86.7%. No recorded mortality thereafter.

There were no significant differences in weight (average weight 136 ± 12.5 g) and length (23.4 ± 6.2 cm) among the groups at termination.

### 3.2 Organ health indicators in plasma

Two plasma indicators of liver health (i.e., alanine transaminase = ALAT; alkaline phosphatase = ALP) showed significant inter-treatment and temporal differences (**Table 1**). ALAT levels in “infected-0 ppm” and “infected-5ppm,30 min” groups showed significant variations—for the former, a significant decrease in ALAT level at 2 weeks post-treatment, while in the latter, the highest level was identified at 4 weeks post-treatment. The level of ALAT in the “infected-0ppm” group was significantly higher than “uninfected-0ppm” at 24 h and 4 weeks post-treatment. ALP level demonstrated significant temporal variations in all groups, where an increasing tendency over time was predominantly manifested. At 4 weeks post-treatment, the ALP level in all infected groups was significantly higher than the “uninfected-0ppm” group. For creatinine (CR), no significant inter-treatment differences were identified. However, significant temporal changes were observed in the “infected-5 ppm,30 min” and “infected-10 ppm,15 min” groups where the level significantly decreased through time, demonstrating the lowest at 4 weeks post-treatment. There were significant temporal changes in the plasma LDH level. For the “uninfected–0 ppm” group, the levels were significantly higher at 2 and 4 weeks than at 24 h. The LDH level in “infected–0 ppm” was highest at 2 weeks post-treatment and the level was significantly different from 24 h and 4 weeks post-treatment. For the two infected and treated groups: “infected-5 ppm, 30 min” displayed increasing tendency and peaked at 4 weeks post-treatment, whereas “infected–10 ppm, 15 min” group demonstrated significant decrease at 2 weeks post-treatment but returned again to the level at 24 h post-treatment 4 weeks after. At all timepoints, LDH level in “infected–0 ppm” was significantly higher than the “uninfected–0 ppm”. Such a significant difference from the “uninfected–0 ppm” was only observed at 24 h and 4 weeks post-treatment in “infected–5 ppm, 30 min” and “infected–10 ppm,15 min”.

**Table 1:** Plasma indicators of organ health.

Indicator	Treatment	Post-treatment		
		24 h	2 weeks	4 weeks
ALAT (U/L)	*Uninfected–0 ppm*	0.50 ± 0.22	0.79 ± 0.32	1.09 ± 0.19
	*Infected–0 ppm*	1.60 ± 0.31^a*^	0.80 ± 0.63^b^	1.69 ± 0.12^a*^
	*Infected–5 ppm, 30 min*	0.48 ± 0.23^a^	0.66 ± 0.20^a^	1.39 ± 0.21^b^
	*Infected–10 ppm, 15 min*	1.16 ± 0.43	0.95 ± 0.47	1.12 ± 0.29
ALP (U/L)	*Uninfected–0 ppm*	49.1 ± 16.0^a^	116.5 ± 19.5^b^	103.7 ± 22.3^b^
	*Infected–0 ppm*	110.1 ± 19.7^a*^	119.5 ± 18.8^a^	185.2 ± 19.9 ^b*^
	*Infected–5 ppm, 30 min*	70.2 ± 19.9 ^a^	114.1 ± 17.4^b^	162.2 ± 23.5^b*^
	*Infected–10 ppm, 15 min*	73.1 ± 14.8^a^	84.9 ± 23.3^a^	143.0 ± 11.5 ^b*^
CR (U/L)	*Uninfected–0 ppm*	8.05 ± 1.1	6.26 ± 1.29	5.05 ± 2.78
	*Infected–0 ppm*	10.1 ± 2.2	5.63 ± 1.71	2.75 ± 2.32
	*Infected–5 ppm, 30 min*	10.5 ± 1.24^a^	5.91 ± 1.41^a^	3.70 ± 2.71^b^
	*Infected–10 ppm, 15 min*	14.5 ± 4.01^a^	5.91 ± 1.13^b^	4.72 ± 2.53^b^
LDH (U/L)	*Uninfected–0 ppm*	179.7 ± 60.9^a^	345.1 ± 54.8^b^	305.0 ± 45.7^b^
	*Infected–0 ppm*	467.5 ± 93.8^a*^	654.8 ± 43.6 ^b*^	445.5 ± 50.0 ^a*^
	*Infected–5 ppm, 30 min*	317.4 ± 44.4^a*^	310.9 ± 75.2^a^	444.6 ± 62.2^b*^
	*Infected–10 ppm, 15 min*	390.8 ± 70.1^a*^	231.7 ± 51.6^b^	392.2 ± 50.4^a*^

ALAT, alanine aminotransferase; ALP, alkaline phosphatase; CR, creatinine; LDH, lactate dehydrogenase. Different letters denote significant difference over time within a treatment group. Asterisk (*) indicates that the infected group is significantly different from the uninfected group at a particular time point. Values represent mean ± SD of 10 individual fish per group at each sampling point.

### 3.3 Level of ROS and TAC in plasma

Plasma ROS level displayed significant temporal changes only in “infected–5 ppm, 30 min”, where the highest level was observed at 4 weeks post-treatment (**Figure 2A**). Moreover, the ROS level in the three infected groups was significantly higher than the “uninfected–0 ppm” group at this timepoint.

**Figure 2:**
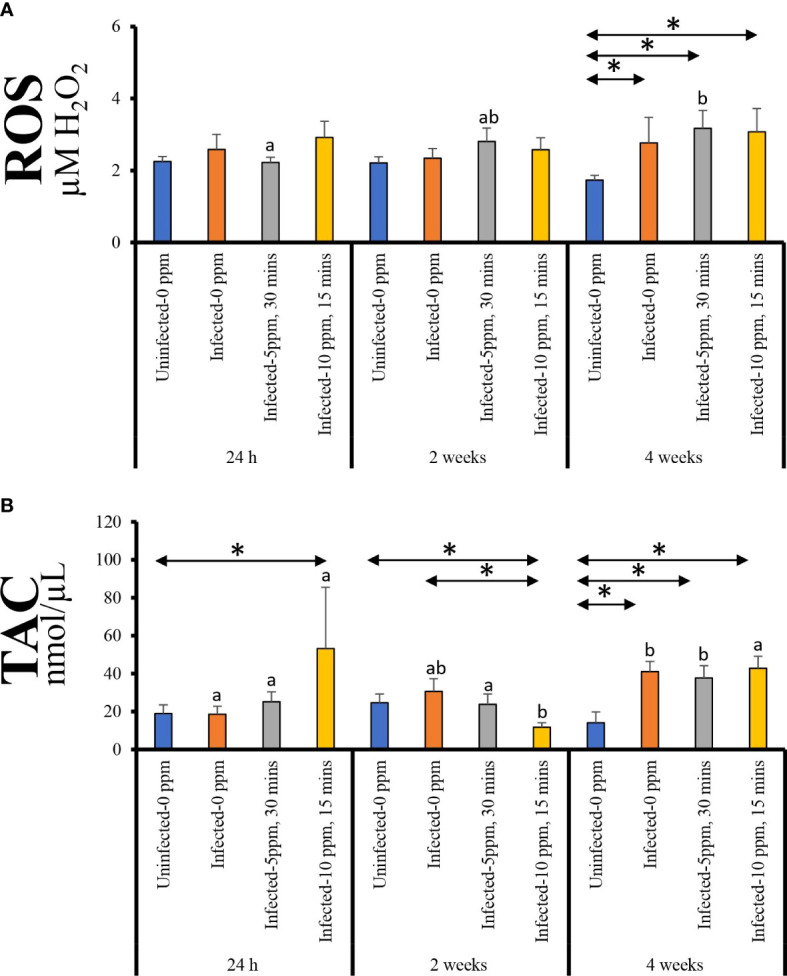
Plasma level of **(A)** reactive oxygen species (ROS, expressed as µM H_2_O_2_) and **(B)** total antioxidant capacity (TAC). Values represent the mean ± SD of 10 individual fish per group at each sampling point. Different letters denote significant differences over time within a treatment group. Asterisk (*) indicates that the two groups at a particular timepoint exhibit significant differences.

The plasma TAC level showed significant temporal changes in all groups except in “uninfected–0 ppm” (**Figure 2B**). For “infected–0 ppm” and “infected–5 ppm, 30 min” groups, the highest level was observed at 4 weeks post-treatment; at this timepoint, the levels were significantly higher than the “uninfected–0 ppm” group. On the other hand, “infected–10 ppm, 15 min” group demonstrated significantly lower TAC level at 2 weeks post-treatment compared with the two other timepoints. In all timepoints, TAC level in “infected–10 ppm, 15 min” group was significantly different from the “uninfected–0 ppm”—it was significantly higher at 24 h and 4 weeks post-treatment while significantly lower at 2 weeks post-treatment.

### 3.4 Differentially expressed genes in the gills

Differentially expressed genes were identified based on the three key factors—timepoints, PAA treatment, and AGD status (**Figure 3A**). 

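Gill RNA from 72 fish was hybridised to one-colour oligonucleotide microarrays, with 6 fish in each of the 4 groups at each of the 3 time points. The labels of the deposited arrays count the samplings in weeks, and they were matched in calendar order to 24 h, 2 weeks and 4 weeks after treatment. The authors deposited the scanner software's output of each array (Agilent Feature Extraction), whose processed signal is a spot's intensity after the software's correction for background. Each array held 15377 spots, of which 536 were controls. The arrays differed in brightness: the 75th percentile of the processed signal lay between 427 and 1255, with a median of 737. Its median per group was highest in “uninfected–0 ppm” at 24 h (1035). From 74.1 to 96.8% of the probes of an array were marked as well above background, with a median of 89.4%. The median signal over local background lay between 3.67 and 9.39, with a median of 6.51. Precision is limited by the number of arrays per group. The paper's text does not give the steps by which STARS made its expression ratios, so they were not repeated. Instead, each array's log2 processed signal was taken relative to its 75th percentile, the 504 spots marked as outliers were left out, and the 14343 probes well above background on at least 6 arrays were tested. A mean for each of the 12 groups was fitted with limma, and values are given relative to the mean of “uninfected–0 ppm” at 24 h, as in the paper.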

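The 72 arrays lay on 9 slides of 8 and were scanned on 2 days. All 24 h arrays, the 6 arrays of “uninfected–0 ppm” at 2 weeks and 2 arrays of “infected–0 ppm” at 2 weeks (fish 31 and 32) were scanned on the first day, 32 in all. The other 40 were scanned on the second day. Scan day therefore nearly coincided with the time point, and “infected–0 ppm” at 2 weeks was the only group scanned on both days. Within that group, 1454 of the 14343 probes differed between the 2 fish of the first day and the 4 of the second (limma, adjusted p under 0.05). The other ways to divide its 6 fish into 2 and 4 gave at most 115 such probes. Comparisons within 24 h and within 4 weeks lay on 1 scan day each. For time points and for 2 weeks, the main counts and most values of named genes are therefore also given with scan day as a block in the fit, and most scores at 2 weeks also among fish scanned on the same day. The block is estimated from “infected–0 ppm” at 2 weeks alone, 2 fish against 4. Differences that span the scan days are therefore less precise with it, and a call lost with the block does not by itself show an effect of the scan day. Over all probes tested, the median log2 fold change of “infected–0 ppm” against “uninfected–0 ppm” at 24 h was 0.13, and that of “infected–5 ppm, 30 min” against “infected–0 ppm” at 24 h was -0.13. After quantile normalization these medians were -0.01 and -0.00. With a normexp background correction, the median for “infected–5 ppm, 30 min” against “infected–0 ppm” at 4 weeks was 0.32.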

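Between time points, each averaged over the 4 groups, 3837 of the 14343 probes met the requirements on p and on the range (limma's moderated F-test). Of these, 2790 had an unadjusted p under 0.001, 550 a p from 0.001 to 0.01, and 497 a p from 0.01 to 0.05. With a Benjamini-Hochberg adjusted p in place of the unadjusted one, 3631 remained above both thresholds. Scan day as a block reduced the number to 681 (an alternative chosen after seeing the data), 570 of which were also among the 3837. Comparisons of 2 time points within a group that lay on 1 scan day gave few calls at an adjusted p under 0.05. In “uninfected–0 ppm”, 2 weeks against 24 h gave 0 calls (limma), with 1398 probes at an unadjusted p under 0.05. In “infected–5 ppm, 30 min”, 4 weeks against 2 weeks gave 0 calls (limma), with 582 at an unadjusted p under 0.05, and in “infected–10 ppm, 15 min” it gave 159. Among the comparisons counted, those that spanned the scan days gave from 2042 calls (“uninfected–0 ppm”, 4 weeks against 24 h) to 6282 (“infected–10 ppm, 15 min”, 2 weeks against 24 h). For the infected groups, 4 weeks against 24 h was not counted.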

Timepoint-wise (i.e., 24 h, 2 weeks, and 4 weeks after treatment), there were 893 DEGs of which 663, 139, and 94 were identified at p value <0.001, <0.01, and <0.05, respectively. Based on PAA treatments (i.e., infected–0 ppm; infected–5 ppm, 30 min; infected–10 ppm, 15 min), 545 DEGs were identified with a distribution of 201, 164, and 180 according to p value <0.001, <0.01, and <0.05, respectively. 

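Among the 3 infected groups, each averaged over the 3 time points, 884 probes met the requirements on p and on the range (limma's moderated F-test). They divided into 113 with an unadjusted p under 0.001, 277 from 0.001 to 0.01 and 494 from 0.01 to 0.05. Of these, 102 had an adjusted p under 0.05. By the methods' analysis of variance, with treatment at 2 levels as the methods give it, the number was 1603, and with treatment at 3 levels it was 1368.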

The AGD factor (i.e., uninfected–0 ppm, infected–0 ppm) had the lowest DEGs at 383, which were distributed as follows: 145 (p <0.001), 102 (p <0.01), and 136 (p <0.05).

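For “infected–0 ppm” against “uninfected–0 ppm”, averaged over the 3 time points, 1295 probes met the requirements on p and on the range (limma). Of these, 315 had an unadjusted p under 0.001, 332 a p from 0.001 to 0.01, and 648 a p from 0.01 to 0.05, and 465 met the range with an adjusted p under 0.05. After normexp background correction the number was 3271, and 626 when the 2 arrays that this correction had raised most were left out, a choice made after seeing the data. Within time points, AGD changed 1 probe at 24 h at an adjusted p under 0.05 (limma, 2182 at an unadjusted p under 0.05), 792 at 2 weeks and 1132 at 4 weeks. With array weights, the alternative that moved the first of these most, 974 probes were called at 24 h. The probe called at 24 h, Ssa#S35583073, for which Supplementary Table 1 gives no name, had a log2 fold change of 1.75 (standard error 0.34, adjusted p = 0.0416) and was named after its value was seen. It was not called under quantile normalization, median centring or normexp background correction, nor with “infected–0 ppm” fish 37 or 38 left out. The 2 groups did not overlap in 536 of all 14343 probes at 24 h (3.74%), 165 at 2 weeks (1.15%, 108 of them among the 792) and 642 at 4 weeks (4.48%), which chance gives in 0.216% of probes on average. Probes of an array are not independent, and these shares were not counted under other scaling. A share above that average is therefore not by itself evidence of an effect. At 2 weeks, 350 probes were higher and 442 lower in “infected–0 ppm”, but 330 higher and 172 lower after normexp background correction. With scan day as a block 23 probes were called at 2 weeks, 14 of them among the 792, while without “infected–0 ppm” fish 31 the number was 1944. With sets of 3 consecutive fish numbers as a random block the calls were 0 at 24 h (limma, 1682 at an unadjusted p under 0.05), 367 at 2 weeks and 734 at 4 weeks. At 4 weeks, where all arrays were scanned on 1 day, 28.4% of the called probes were higher, a share that was 40.0% under median centring. Of the probes called at 2 weeks, 125 were also called at 4 weeks, 124 of them in the same direction.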

**Figure 3:**
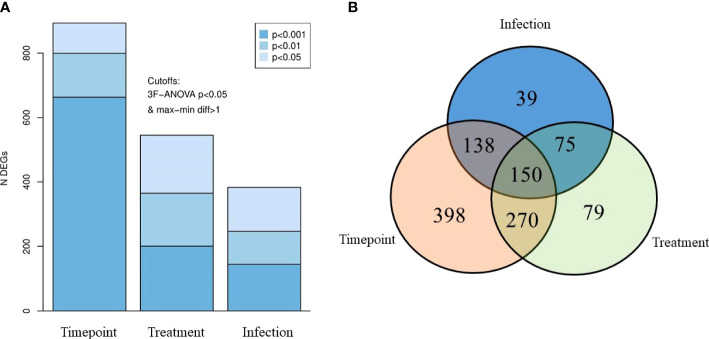
Differentially expressed genes (DEG) in the gills of AGD-affected Atlantic salmon treated with PAA. **(A)** DEGs accounted based on three key factors—timepoint, treatment, and infection status. Shades of blues indicate different P-value levels. **(B)** Venn diagram showing the distribution of the DEGs, with significantly different expressions due to the three factors.

Identifying the interactions of these DEGs, we found 150 DEGs common in all factors (**Figure 3B**). 

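In the deposited arrays, 146 probes met the requirements for all 3 factors, where the paper gives 150. The former are among 4410 probes by limma and the latter among 1054 rows by analysis of variance. Whether they are the same features was not compared, so the closeness of these numbers does not show that the result was repeated.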

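Requirements met for 1 factor only were found in 2463 probes for the time point, 163 for PAA treatment and 324 for AGD.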

There were 398, 79, and 39 DEGs exclusively found in comparisons within timepoints, treatments, and AGD status, respectively. In terms of interaction between two factors, 270 DEGs were found in both timepoint and treatment comparison, while 138 DEGs were identified for timepoint and infection. 

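Probes that met the requirements for the time point and treatment, but not for AGD, numbered 489. For the time point and AGD, without treatment, there were 739.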

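Requirements for both PAA treatment and AGD, without the time point, were met by 86 probes.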

Seventy-five DEGs were different for infection and treatment.

### 3.5 Functional categories of DEGs in the gills

We then functionally categorized the DEGs affected by the three factors, which resulted in nine major clusters grouped according to the patterns of their regulation (**Figure 4A**). 

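Supplementary Table 1 lists the clusters' rows, some of which repeat a feature. From its distinct features a score was computed for each fish and cluster, the mean over the cluster's features of the log2 value relative to “uninfected–0 ppm” at 24 h. Groups of 6 fish were compared by a two-sided exact permutation test over all 924 regroupings, and p was adjusted by the Benjamini-Hochberg method over the 90 comparisons of the 9 clusters. The test treats the 6 fish as independent, although the paper took 3 fish from each replicate tank. The labels name no tanks, and no score was tested with fish number sets as a block. The smallest p these tests can give is 0.0022, and the smallest adjusted p reached was 0.013. Of the 90 comparisons, 24 had an adjusted p under 0.05, and the alternative that moved this number most, the median over features in place of the mean, gave 17. The study chose these features on the same arrays, so the tests are not independent evidence. Where 5 or fewer features of a cluster were called, they are named, chosen after their values were seen. Counts of single features called are given with p adjusted over all probes tested and, where said so, adjusted over the list alone, here the 940 features. Group values are means ± SD of 6 fish on the log2 scale.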

Cluster 1 is a large cluster consisted of 267 genes. This cluster is categorized as slightly upregulated from 2 weeks post-treatment, particularly in groups affected by AGD. 

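The cluster 1 score, over 233 distinct features, was 0.20 ± 0.18 in “uninfected–0 ppm” and 0.68 ± 0.23 in “infected–0 ppm” at 2 weeks, a difference of 0.48 (adjusted p = 0.0354). Among the fish scanned on the same day, 2 infected and 6 uninfected, the difference was 0.27 (exact permutation test, p = 0.214), in the same direction, and it did not pass the threshold. At 4 weeks the score was 0.51 ± 0.07 in “uninfected–0 ppm” and 0.98 ± 0.09 in “infected–0 ppm”, a difference of 0.47 (adjusted p = 0.013) that was present in 6 of 6 fish. The difference at 24 h was 0.22 (adjusted p = 0.013), but 0.06 (short of the threshold) under median centring. At 4 weeks, 53 of the 233 features were called higher in “infected–0 ppm” and 2 lower (VHSV-induced protein-10 and protein kinase C-binding protein 1-like), and 76 were called when adjusted over the list alone, which is not independent evidence. The PAA-treated groups had scores of 1.13 ± 0.36 (“infected–5 ppm, 30 min”) and 1.05 ± 0.16 (“infected–10 ppm, 15 min”) at 4 weeks.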

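Scores were computed in the same way over the features that carry each of 15 functional terms in Supplementary Table 1. Of the 150 comparisons of these scores, 24 had an adjusted p under 0.05, against 15 under median centring. The smallest adjusted p reached was 0.0232. For the term Cell Stress, with 13 features of which 10 were in cluster 1, “infected–0 ppm” exceeded “uninfected–0 ppm” by 0.66 (adjusted p = 0.0232) at 2 weeks and 1.06 (adjusted p = 0.0232) at 4 weeks. The first of these differences was 0.58 (short of the threshold) for the median over features. For Tissue ECM mucus, with 10 features, the differences were 0.74 (adjusted p = 0.0406) and 1.00 (adjusted p = 0.0232), the first being 0.73 (short of the threshold) under median centring. Among fish scanned on the same day, 2 infected and 6 uninfected, the differences at 2 weeks were 0.43 for Cell Stress (exact permutation test, p = 0.0357, the smallest possible) and 1.05 for Tissue ECM mucus (p = 0.107), a comparison chosen after seeing the data. Genes were followed by the features that Supplementary Table 1 names for them. Of the 5 features named giant mucus protein (GMP), 2 were called at 4 weeks under AGD: Ssa#S35581849, with a log2 fold change of 1.46 (standard error 0.37, adjusted p = 0.00816), and Ssa#S35557995, with 1.42 (standard error 0.37, adjusted p = 0.00901). The features named JunD-1 (Ssa#GRASP221221267) and JunD-2 (Ssa#GRASP223649367) had log2 fold changes of 0.70 (standard error 0.19, adjusted p = 0.0129) and 1.53 (standard error 0.28, adjusted p = 0.000313) at 4 weeks. DNA damage-inducible transcript 4 protein-like (Ssa#KSS5048) rose under AGD by 2.90 (standard error 0.52, adjusted p = 0.000275) at 4 weeks, in 6 of 6 fish. Its change at 2 weeks was 2.64 (standard error 0.52, adjusted p = 0.00156), or 2.94 (short of the threshold) with scan day as a block.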

The general response was the induction of cell stress and ECM mucus (**Figure 4B** **;** e.g., *GMP Giant mucus protein, jund, DNA damage-inducible transcript 4 protein-like*). 

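At 24 h the cluster 2 score, over 10 distinct features, was -0.31 ± 0.38 in “infected–0 ppm”, 0.96 ± 0.74 in “infected–5 ppm, 30 min” and 2.03 ± 1.41 in “infected–10 ppm, 15 min”. Relative to “infected–0 ppm”, the rise was 1.27 (adjusted p = 0.013) at 5 ppm and 2.35 (adjusted p = 0.0229) at 10 ppm (exact permutation tests), and all 6 fish of each treated group lay above the mean of “infected–0 ppm”. For the median over features, the rise at 10 ppm was 2.17 (short of the threshold). All 10 features were called higher at 10 ppm. At 5 ppm 1 was called, heat shock protein 90, alpha, joined by differentially regulated trout protein 1 and C1q and TNF-like domains when adjusted over the list alone. At 2 and 4 weeks the differences from “infected–0 ppm” did not pass the threshold, the largest being -0.60 (adjusted p = 0.22) at 5 ppm at 4 weeks.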

Cluster 2 is relatively a small cluster with 16 genes, characterized by upregulation shortly after PAA treatment. Moreover, the response was stronger at a higher dose, shorter exposure, and primarily involved immune genes (e.g., *C1q and TNF-like domains, leukocyte cell-derived chemotaxin 2-1*). 

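Directly compared, “infected–10 ppm, 15 min” exceeded “infected–5 ppm, 30 min” by 1.07 (adjusted p = 0.25) in the cluster 2 score at 24 h, which did not pass the threshold. All 10 features were higher at 10 ppm than at 5 ppm by sign, and 1 of them was called (differentially regulated trout protein 1). Dose and exposure time changed together, so these arrays do not separate them. C1q and TNF-like domains (Ssa#S18835494) had a log2 fold change of 2.28 (standard error 0.35, adjusted p = 4.79e-06) at 10 ppm and 1.13 (standard error 0.35, adjusted p = 0.142) at 5 ppm, each relative to “infected–0 ppm”. Leukocyte cell-derived chemotaxin 2-1 (Ssa#S48420174) rose by 2.17 (standard error 0.66, adjusted p = 0.0149) at 10 ppm, in 6 of 6 fish. Its value at 5 ppm was 1.42 (standard error 0.66, adjusted p = 0.345). The differences between the 2 doses were 1.15 (standard error 0.35, adjusted p = 0.0571) and 0.75 (standard error 0.66, adjusted p = 0.594) for these genes.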

Cluster 3 is a large cluster comprised of 250 genes, represented by down-regulated genes as an early response to PAA treatment. 

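The cluster 3 score at 24 h, over 222 distinct features, was -0.09 ± 0.06 in “infected–0 ppm”, -0.39 ± 0.18 in “infected–5 ppm, 30 min” and -0.77 ± 0.30 in “infected–10 ppm, 15 min”. The difference from “infected–0 ppm” was -0.68 (adjusted p = 0.013) at 10 ppm, in 6 of 6 fish. At 5 ppm it was -0.31 (adjusted p = 0.0229), but -0.20 (short of the threshold) under median centring. At 10 ppm 118 of the 222 features were called lower and 1 higher (neuronal pentraxin-1 precursor), and 142 were called when adjusted over the list alone. At 5 ppm no feature was called by limma over all probes, and 17 of the 222 were higher by sign.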

Most of the genes in this cluster include several adaptive immune pathways with B- and T- cells (e.g*., T cell receptor alpha, T cell receptor alpha*). 

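Supplementary Table 1 gives the term Immune T cell to 34 features, of which 18 are in cluster 3, and Immune B cell to 10, of which 7 are in cluster 3. At 24 h the Immune T cell score was lower, with a difference of -0.57 (adjusted p = 0.0309) in “infected–10 ppm, 15 min” than in “infected–0 ppm”, or -0.43 (short of the threshold) under median centring. Of the 3 features named T cell receptor alpha, Ssa#S35704210 had a log2 fold change of -0.47 (standard error 0.22, adjusted p = 0.143) at 10 ppm and Ssa#S37959297 -0.54 (standard error 0.31, adjusted p = 0.232). The third, Ssa#S37959203, which the table places in cluster 1, had -1.05 (standard error 0.66, adjusted p = 0.293). None of the 3 was called at 24 h at either dose.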

Cluster 4 is the largest cluster with 280 genes. Though large in number, expression of the genes was weakly upregulated as an early response to PAA and represented mainly by protein synthesis and metabolism-related genes (e.g., *glutamine synthetase, heat shock protein 70*). 

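The cluster 4 score at 24 h, over 261 distinct features, was 0.11 ± 0.08 in “infected–0 ppm”, 0.34 ± 0.27 in “infected–5 ppm, 30 min” and 0.69 ± 0.26 in “infected–10 ppm, 15 min”. The rise relative to “infected–0 ppm” was 0.58 (adjusted p = 0.013) at 10 ppm, in 6 of 6 fish, with 155 features called higher and 9 lower. Adjusted over the list alone, 187 features were called. At 5 ppm the rise was 0.23 (adjusted p = 0.107), which passed the threshold under median centring, at 0.35. Of the 3 features named glutamine synthetase, Ssa#S35590445 was called at 10 ppm, with a log2 fold change of 0.83 (standard error 0.22, adjusted p = 0.00546). The other 2 had 0.64 (standard error 0.26, adjusted p = 0.0803) (Ssa#S31983697) and 0.60 (standard error 0.23, adjusted p = 0.0651) (Ssa#S35589996), and both were called under median centring. Heat shock protein 70 (Ssa#STIR26032) had 0.75 (standard error 0.36, adjusted p = 0.15) at 10 ppm and 0.93 (standard error 0.36, adjusted p = 0.26) at 5 ppm, in the same direction in 6 of 6 fish at both doses.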

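The cluster 5 score, over 131 distinct features, was -0.72 ± 0.18 in “infected–0 ppm” at 4 weeks against -0.19 ± 0.12 in “uninfected–0 ppm”, a difference of -0.53 (adjusted p = 0.013). At 2 weeks the difference was -0.38 (adjusted p = 0.104), and -0.30 (exact permutation test, p = 0.286) among the 2 infected and 6 uninfected fish scanned on the same day. At 24 h it was -0.20 (adjusted p = 0.0406), and -0.23 (short of the threshold) for the median over features. Against “infected–0 ppm”, the differences at 4 weeks were -0.13 (adjusted p = 0.29) at 5 ppm and -0.14 (adjusted p = 0.22) at 10 ppm, and neither dose passed the threshold at 2 weeks. Under AGD at 4 weeks, 34 of the 131 features were called lower and 1 higher (annexin A6), and 47 were called when adjusted over the list alone.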

Cluster 5 is also a relatively large cluster with 142 down-regulated genes, where the most substantial effect was observed in AGD affected groups regardless of the treatment at 2 and 4 weeks. 

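GTPase IMAP family member 7 (Ssa#GRASP221221683) was lower under AGD at 4 weeks with a log2 fold change of -0.82 (standard error 0.30, adjusted p = 0.0813), which did not pass the threshold. Of the 4 features named interferon-induced guanylate-binding protein 1-like, only Ssa#S31990038 is in cluster 5, and under AGD at 4 weeks it had -0.40 (standard error 0.35, adjusted p = 0.564). Another, Ssa#S35472201 of cluster 3, was called at 4 weeks, with -1.04 (standard error 0.22, adjusted p = 0.00196), and at 24 h at 10 ppm, with -0.99 (standard error 0.22, adjusted p = 0.00106). At 24 h at 10 ppm Ssa#S31990038 had -1.07 (standard error 0.35, adjusted p = 0.0265), and it was not called there under median centring.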

The group contains mainly innate and early immune response genes (e.g., *GTPase IMAP family member 7, interferon-induced guanylate-binding protein 1-like*). 

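Cluster 6 holds 8 distinct features. Of the 8 features that Supplementary Table 1 names matrix metalloproteinase-9 or matrix metalloproteinase 13, it places 4 in cluster 6, 3 in cluster 2 and 1 in cluster 4. The cluster 6 score at 2 weeks was -1.22 ± 0.68 in “uninfected–0 ppm” and -1.25 ± 0.49 in “infected–0 ppm”, with no difference past the threshold.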

Cluster 6 is a small cluster with 13 strongly down-regulated genes, which primarily consisted of Matrix metalloproteinases [e.g*., matrix metalloproteinase-9, matrix metalloproteinase 13 (mmp 13), or collagenase 3*]. At 24 h post-treatment, AGD appeared to repress them, but PAA caused induction. 

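Relative to “uninfected–0 ppm”, the cluster 6 score of “infected–0 ppm” at 24 h was lower, with a difference of -0.77 (adjusted p = 0.19), against SDs of 0.57 and 0.75 among the fish of the 2 groups. It was higher than in “infected–0 ppm” by 0.57 (adjusted p = 0.318) at 5 ppm and 0.80 (adjusted p = 0.253) at 10 ppm, and none of the 3 differences passed the threshold. At 10 ppm, 4 of the 8 features were called higher, the 2 named matrix metalloproteinase-9 and the 2 named MMP 13 or collagenase 3. When adjusted over the list alone, nitric oxide synthase 2, inducible, was called lower as well. Matrix metalloproteinase-9 features Ssa#KSSb2780 and Ssa#GRASP209155851 had log2 fold changes of 2.40 (standard error 0.58, adjusted p = 0.00227) and 2.43 (standard error 0.64, adjusted p = 0.00475) at 10 ppm, each higher in 5 of 6 fish. Under AGD at 24 h the same features had -0.71 (standard error 0.58, adjusted p = 0.535) and -0.66 (standard error 0.64, adjusted p = 0.603).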

At 4 weeks post-treatment, the strongest repression was in the PAA treated groups. 

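At 4 weeks the cluster 6 score was -0.64 ± 0.56 in “uninfected–0 ppm”, -0.96 ± 0.49 in “infected–0 ppm”, -1.99 ± 0.44 in “infected–5 ppm, 30 min” and -1.84 ± 0.33 in “infected–10 ppm, 15 min”. Against “infected–0 ppm”, the difference was -1.03 (adjusted p = 0.0292) at 5 ppm and -0.87 (adjusted p = 0.0292) at 10 ppm, in 6 of 6 and 6 of 6 fish. Both were no longer past the threshold for the median over features, at -0.84 and -0.81, and the first was -0.63 (short of the threshold) after normexp background correction. No single feature of the cluster was called at 4 weeks at either dose (limma), nor when adjusted over the list alone.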

Cluster 7 comprises of 29 genes with a strong up-regulation in AGD affected groups. 

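Under AGD the cluster 7 score, over 24 distinct features, rose by 0.56 (adjusted p = 0.013) at 24 h, 1.61 (adjusted p = 0.013) at 2 weeks and 1.83 (adjusted p = 0.013) at 4 weeks, in 6 of 6 fish each time. Among the fish scanned on the same day at 2 weeks, 2 infected and 6 uninfected, the rise was 1.41 (exact permutation test, p = 0.0357, the smallest they can give). At 4 weeks 20 of the 24 features were called higher, or 23 when adjusted over the list alone. None was called at 24 h (limma), and none over the list alone. The score at 4 weeks was 2.00 ± 0.32 in “infected–0 ppm”, 2.04 ± 0.57 in “infected–5 ppm, 30 min” and 1.98 ± 0.36 in “infected–10 ppm, 15 min”.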

There was a different regulation in “infected–10 ppm, 15 min” group at 24 h (higher than the other AGD groups) and 2 weeks after treatment (lower than the other AGD groups). 

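For cluster 7 the score at 24 h was 0.95 ± 0.43 in “infected–10 ppm, 15 min”, against 0.56 ± 0.28 in “infected–0 ppm” and 0.51 ± 0.20 in “infected–5 ppm, 30 min”. The difference of “infected–10 ppm, 15 min” from “infected–0 ppm” was 0.39 (adjusted p = 0.199), and from “infected–5 ppm, 30 min” 0.44 (adjusted p = 0.136). At 2 weeks “infected–10 ppm, 15 min” was lower than “infected–0 ppm”, with a difference of -0.58 (adjusted p = 0.134), in 6 of 6 fish. Against the 4 fish of “infected–0 ppm” scanned on the same day, this difference was -0.68 (exact permutation test, unadjusted p = 0.0143). For “infected–10 ppm, 15 min”, 5 features were called higher at 24 h (FK506 binding protein 5, complement component 1 q subcomponent-like 2, plasminogen activator inhibitor type 1-like, 1 of the 3 features of C/EBP beta, and arginase type II). Fish-egg lectin-like was called lower at 24 h, and 7 features were called lower at 2 weeks. The difference between the 2 effects of 10 ppm was 0.97 (exact permutation test, adjusted p = 0.188). This test regroups time labels, and the score rose in both groups from 24 h to 2 weeks. It went from 0.56 to 1.88 in “infected–0 ppm” and from 0.95 to 1.30 in “infected–10 ppm, 15 min”. The shared rise enters the regroupings, so the test cannot decide whether the 2 effects differed.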

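Of the 2 features named regulator of G-protein signaling 21-like, Ssa#GRASP209736989 is in cluster 7 and rose under AGD by 1.72 (standard error 0.39, adjusted p = 0.0029) at 4 weeks. At 2 weeks it rose by 1.63 (standard error 0.39, adjusted p = 0.00824), or 1.41 (short of the threshold) with scan day as a block. It was lower in “infected–10 ppm, 15 min” than in “infected–0 ppm” at 2 weeks, with a log2 fold change of -1.79 (standard error 0.39, adjusted p = 0.0034), and -1.89 with that block. Arginase, type II (Ssa#GRASP223647763) rose under AGD by 1.76 (standard error 0.44, adjusted p = 0.00743) at 4 weeks, and at 24 h it was higher in “infected–10 ppm, 15 min” by 1.26 (standard error 0.44, adjusted p = 0.0386), a call that was lost after normexp background correction.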

The group includes several immune signaling genes (e.g., *regulator of G-protein signaling 21-like, arginase, type II*). 

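The cluster 8 score, over 46 distinct features, was 0.16 ± 0.39 at 2 weeks and 1.30 ± 0.19 at 4 weeks in “uninfected–0 ppm”. In “infected–0 ppm” it was 0.94 ± 0.42 and 1.80 ± 0.34 at these time points. The difference between “infected–0 ppm” and “uninfected–0 ppm” was 0.78 (adjusted p = 0.0406) at 2 weeks and 0.50 (adjusted p = 0.0701) at 4 weeks. That at 2 weeks was 0.27 (exact permutation test, p = 0.393) among the fish scanned on the same day, and it did not pass the threshold under quantile normalization or median centring either. Within “infected–0 ppm” at 2 weeks, the score of the 4 fish of the second scan day exceeded that of the 2 fish of the first by 0.77 (exact permutation test, p = 0.0667, the smallest that 2 against 4 fish can give). Time points and scan days nearly coincided, so the size of the rise from 24 h cannot be separated from a difference between scan days of this size.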

Cluster 8 contains 51 strongly upregulated genes at the later timepoints in the AGD group and the “uninfected–0 ppm” group. At 2 weeks post-treatment, a stronger expression was characterized in the groups exposed to PAA. 

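Relative to “infected–0 ppm” at 2 weeks, the cluster 8 score was higher by 0.75 (adjusted p = 0.013) in “infected–5 ppm, 30 min” and 1.01 (adjusted p = 0.013) in “infected–10 ppm, 15 min”. All fish of both treated groups were scanned on the second day. Against the 4 fish of “infected–0 ppm” scanned on that day the differences were 0.49 and 0.76 (exact permutation tests, p = 0.00476 for each, the smallest that 6 against 4 fish can give). Of the 46 features, 3 were called higher at 5 ppm (breast cancer 2 early onset, aldehyde dehydrogenase 3 family member A2a, and tyrosine-protein kinase Jak1) and 19 at 10 ppm, but with scan day as a block limma called 0 of them at either dose. When adjusted over the list alone, without the block, 18 and 19 features were called. Aldehyde dehydrogenase 3 family, member A2a (Ssa#S48394265), named after its value was seen, had a log2 fold change of 2.47 (standard error 0.53, adjusted p = 0.00312) at 10 ppm, or 1.86 (short of the threshold) with the block. At 24 h “infected–10 ppm, 15 min” was lower than “infected–0 ppm”, with a difference of -0.53 (adjusted p = 0.0292), or -0.39 (short of the threshold) under median centring.

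**Figure D1:**
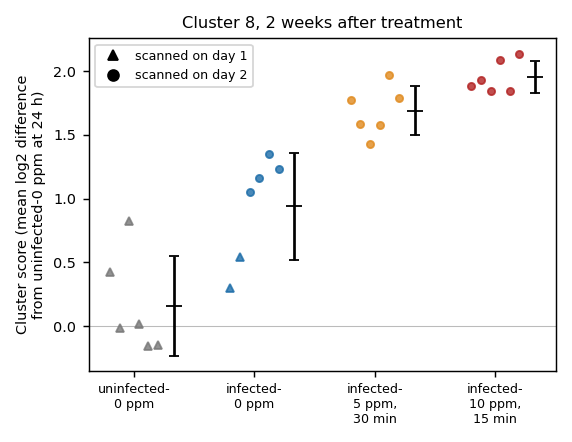
Cluster 8 score of each fish at 2 weeks (vertical axis, mean log2 difference from “uninfected–0 ppm” at 24 h) in the 4 groups (horizontal axis), with triangles for fish scanned on the first day, circles for fish scanned on the second, and bars for the mean ± SD of 6 fish. The 2 triangles of “infected–0 ppm” sit below its 4 circles, and the fish of “infected–5 ppm, 30 min” and “infected–10 ppm, 15 min” sit above these circles.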

The last group, Cluster 9 is a combined cluster of four small clusters and contains six genes. These genes were strongly upregulated in all AGD groups. 

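Over the 5 distinct features of cluster 9, the score of “infected–0 ppm” exceeded that of “uninfected–0 ppm” by 4.32 (adjusted p = 0.013) at 2 weeks and 4.28 (adjusted p = 0.013) at 4 weeks, in 6 of 6 fish. Among the fish scanned on the same day, the difference at 2 weeks was 4.20 (exact permutation test, p = 0.0357, the smallest they can give). At 24 h the difference was 1.68 (adjusted p = 0.22), and limma called 0 of the 5 features, also when adjusted over the list alone. At 4 weeks 4 of the 5 were called, all but glutathione S-transferase P-like. Angiogenin-1 precursor / RNase ZF3 (Ssa#GRASP209734281) rose by 7.14 (standard error 0.94, adjusted p = 1.69e-06) at 2 weeks, or 7.98 with scan day as a block, and 7.43 (standard error 0.94, adjusted p = 4.16e-07) at 4 weeks. C1Q and TNF related protein 3 (Ssa#S18846215) rose by 6.62 (standard error 1.02, adjusted p = 1.65e-05) at 4 weeks, and these were the 2 largest changes among all probes tested at 2 and at 4 weeks. The feature named glutathione S-transferase P-like (Ssa#GRASP209735021) was called at no time point, and its values fell into 2 separate sets, with 12 fish between -9.84 and -2.74 and 60 fish between 1.91 and 5.12.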

The complete list of DEGs is provided in **Supplementary File 1**.

**Figure 4:**
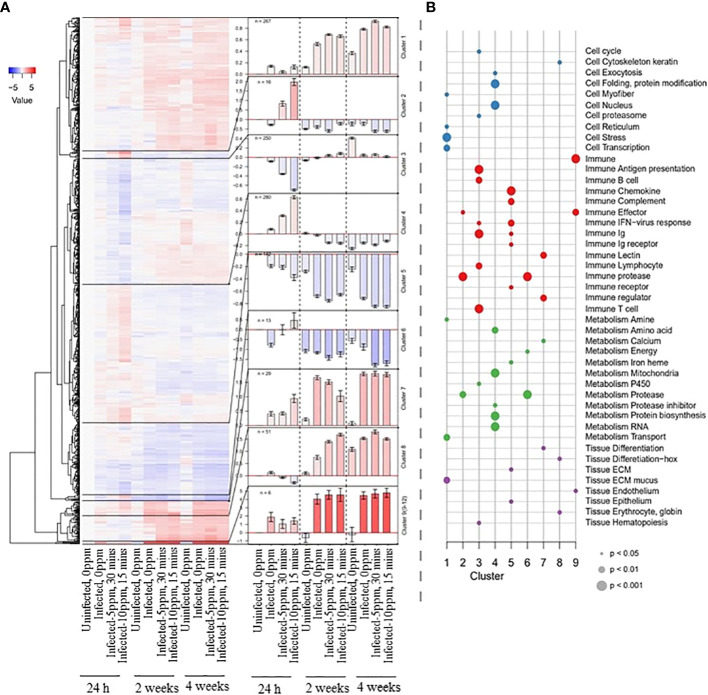
Functional categories of the DEGs identified in the gills of AGD-affected Atlantic salmon treated with PAA. **(A)** The heatmap on the left shows the down- and upregulation of DEGs in a color gradient from blue to red. The dendrogram was split into nine sub-clusters, and the mean values for genes within these clusters are represented in bar plots (error bars show +/- standard error of the mean) in the center. Cluster 9 includes four of the smallest clusters. The color gradient (blue: downregulation; red: upregulation) represents the normalized expression relative to the uninfected–0 ppm group at 24 h after treatment. **(B)** Enrichment analyses of the nine sub-clusters. The identified functional gene categories are shown along the Y-axis, and the nine clusters are arranged along the X-axis. Dots were colored according to the higher categories (cell, immune, metabolism, and tissue), and the size indicates the P-value according to Fisher’s exact test.

### 3.6 Gill score, parasite load, histological evaluation, and mucosal mapping

At 24 h after treatment, all treatment groups showed an almost identical distribution of gross gill scores (GS)—at least 55%–60% of the evaluated fish exhibited a GS 1, whereas around 25%–30% showed GS 2 (**Figure 5A**). Less than 5% exhibited GS 3. The GS distribution changed at 2- and 4-weeks post-treatment, where an increase to three was evident in all treatment groups. At 2 weeks post-treatment, all groups showed GS 2 in about 40% of the evaluated fish, whereas at least 25%–30% demonstrated GS 3. At 4 weeks post-treatment, GS 3 accounted for about 75%–80% of the evaluated fish. There were no notable inter-treatment differences.

**Figure 5:**
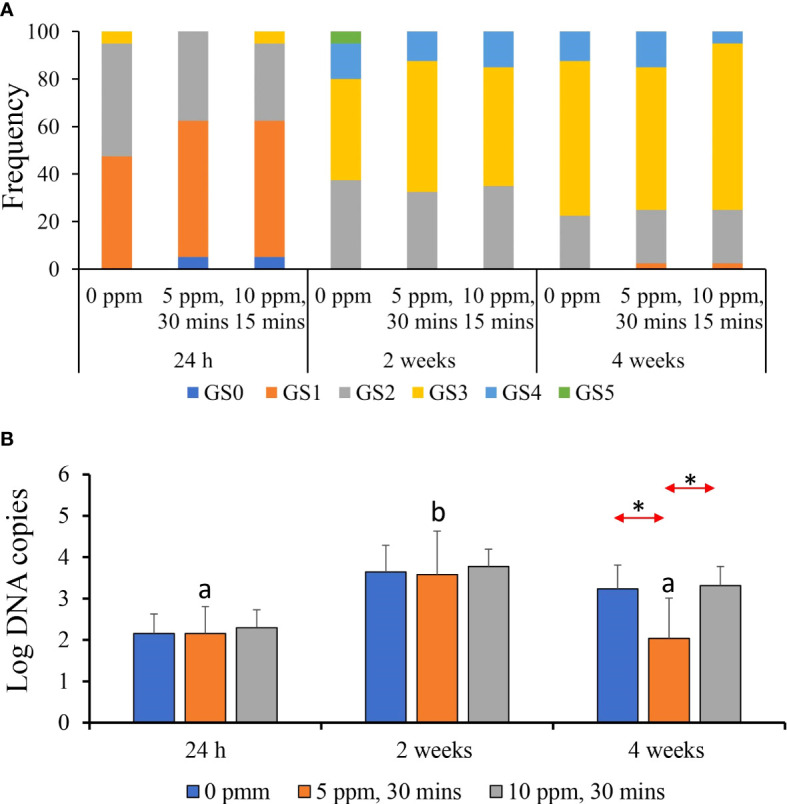
Gross gill scores and parasite load of AGD-affected Atlantic salmon treated with PAA. **(A)** Frequency of occurrence of the gill scores accounted for in each treatment group per timepoint. Each timepoint was represented by 10 individual fish. **(B)** Parasite load in gills quantified by qPCR. Values represent the mean ± SD of 10 individual fish per group at each sampling point. Different letters denote significant differences over time within a treatment group. Asterisk (*) indicates that the two groups at a particular timepoint exhibit significant differences.

Parasite load from the gill swabs indicated significant temporal difference, especially in 5 ppm–30 min group, where the count was highest at 2 weeks post-treatment (**Figure 5B**). Significant inter-treatment difference was only identified at 4 weeks post-treatment where “infected–5 ppm, 30 min” group had a significantly lower parasite load than the two other groups.

In groups treated with PAA, except for the “infected–5 ppm group”, some lamellar adhesions and moderate to severe lesions in lamellar vessels were found 24 hours after treatment (**Table 2**, **Figure 6**). In the uninfected fish, only mild epithelial hyperplasia not suspected to be AGD related was seen. AGD-related pathologies were likewise evaluated using a 0-to-5–point system and the visual presence of amoeba was recorded as present or not present, as detailed in **Table 2**. At 2 weeks after treatment, 80% of the fish in “infected–0 ppm” group exhibited microscopic AGD pathology scores 2 and higher, 70% in “infected–5 ppm, 30 min” and all evaluated fish in “infected–10 ppm, 15 min”. At 4 weeks after treatment, 100% of the fish in “infected–0 ppm” group exhibited microscopic AGD pathology scores 2 and higher. The group “infected–5 ppm, 30 mins” remained having 80% of the evaluated population with AGD pathology scores 2 and higher, whereas 90% of the evaluated fish in “infected–10 ppm,15 min” showed the same level of severity. The presence of amoeba corresponded to the microscopic GS, which the amount, as visually scored, increased as the disease progressed (**Table 2**). All evaluated fish in “infected–0 ppm” demonstrated microscopic GS 2 and higher at termination. Few epitheliocysts were occasionally seen in all groups during the study.

**Table 2:** Gill histological parameters.

		AGD pathology			Amoeba*		
		Post-treatment			Post-treatment		
	Score	24 h	2 weeks	4 weeks	24 h	2 weeks	4 weeks
Infected*–*0 ppm	**0**	30	0	0			
	**1**	20	20	0			
	**2**	50	50	80	3/10	6/10	8/10
	**3**	0	30	20			
	**4**	0	0	0			
	**5**	0	0	0			
							
Infected*–*5 ppm, 30 min	**0**	50	0	0			
	**1**	40	30	20			
	**2**	10	30	60	5/10	4/10	4/10
	**3**	0	30	20			
	**4**	0	10	0			
	**5**	0	0	0			
							
Infected*–*10 ppm, 15 min	**0**	30	0	10			
	**1**	20	0	0			
	**2**	50	67	60	4/10	5/10	6/10
	**3**	0	33	30			
	**4**	0	0	0			
	**5**	0	0	0			

Percentage distribution of microscopic scores of AGD pathologies in the gills of PAA-treated fish. The presence of amoeba in the histological section was, likewise, evaluated and given as *number of samples where the parasite is present/total number of samples analyzed.

**Figure 6:**
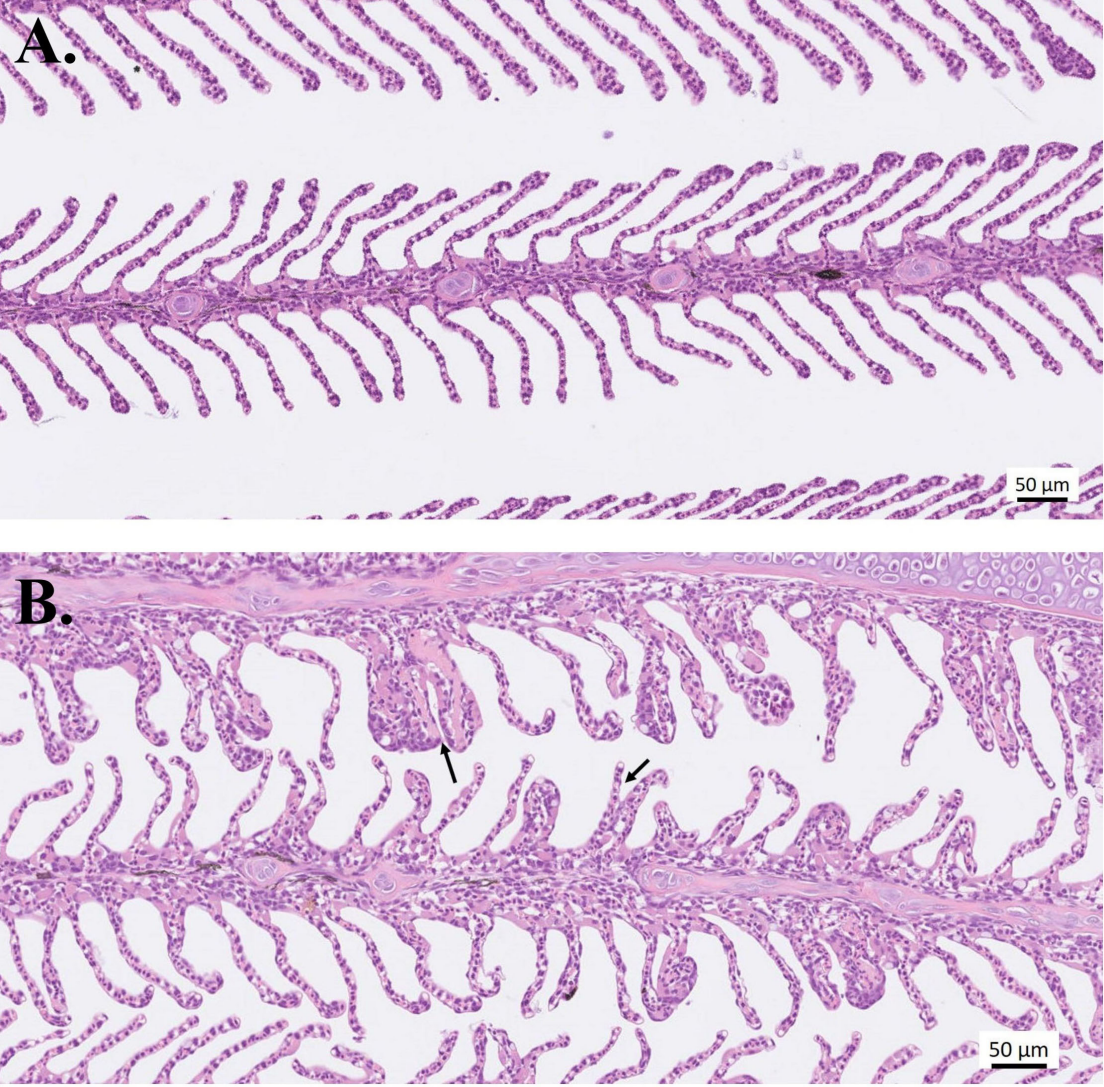
Histological sections of gills stained with H&E. Representative photos of **(A)** Healthy gills from the uninfected–0 ppm group, and **(B)** Lesions in lamellar vessels (left arrow) and lamellar adhesions (right arrow). Infected and treated with 10-ppm PAA for 15 min; sampled 24 h after treatment.

Mucosal Mapping revealed that at 24 h after treatment, mucous cell size and density did not significantly change among the treatment groups, although the group means were separating (**Figures 7A,B**). However, after 4 weeks, infection with AGD led to a significant increase in mucous cell area, volumetric density, and defence activity relative to the uninfected group (**Figure 7**). The infected but untreated group (AGD, no PAA) had the mean largest cells at the mean highest density and was clearly in the vulnerable zone of the database of Quantidoc (**Figure 8**). Increasing the treatment dose to 10 ppm PAA increased the mucous cell density and defence activity without significantly affecting the cell size. The variation in the individual response was more apparent in “infected–10 ppm, 15 min” group relative to the “uninfected–0 ppm”.

**Figure 7:**
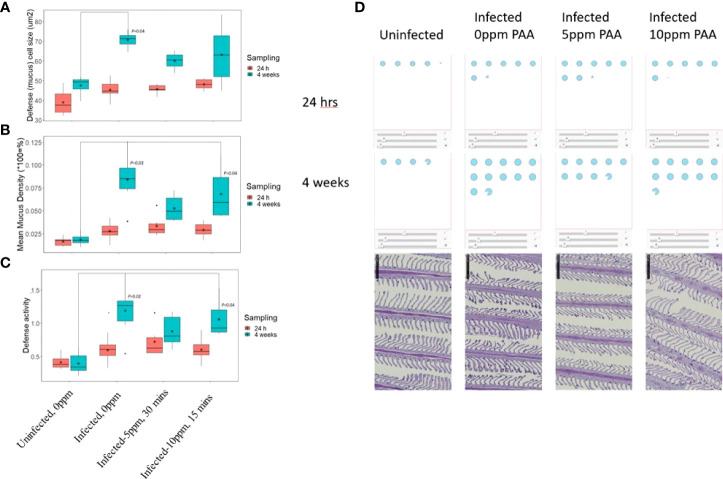
Features of mucous cells in the gill lamellae of AGD-affected Atlantic salmon treated with PAA. **(A)** The mean mucous cell size at the cell equator (µ2) and **(B)**, the mean mucous cell volumetric density (%) in the gill lamellar epithelium and **(C)** Defense activity calculated as (1/Area : Density)x1000. Measurements were taken at 24 h and 4 weeks after treatment. Significant differences with P-values are indicated above the relevant boxplots. N= 6 per fish/treatment group. **(D)** Illustration of the mucous cell size, density, and defense activity in a standardized 100 x 100 µ2 epithelium (Dicer App v2) in the gill lamellae of Atlantic salmon in a Control group (uninfected) or exposed to AGD and treated with either 0-ppm, 5-ppm, or 10-ppm PAA. The blue dots represent the mean mucous cell values per group and per time. The bottom row shows sections of a representative gill from each group after 4 weeks. Note that the patchiness of the mucous cell distribution of the entire gill area is standardized through the application of the Dicer.

**Figure 8:**
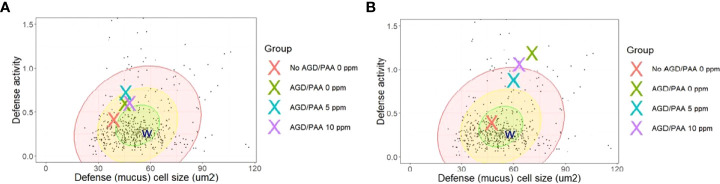
Comparison of group mean mucosal parameters of the gill lamellae (respiratory surface) of AGD-affected, PAA-treated Atlantic salmon relative to the database of Quantidoc of farmed Atlantic salmon of similar weight (n=524). **(A)** 24-h post-exposure. **(B)** 4 weeks post-exposure. Defense activity is calculated from the equation (1/(A:D)) x 1000 where A is mucous cell size and D is volumetric density in the epithelium. The W represents the mean values of gills of seven wild adult salmon captured with permission. The individual dots are individual values from the database of Quantidoc. N= 6/group, N= 48.

Comparing the changes in the mucous cell parameters to the database of Quantidoc, which included 524 specimens within the same weight range, the uninfected–0 ppm group showed mean gill mucous cell values, which were near the mean of generally healthy salmon of the same size range (**Figure 8A**). After 4 weeks, this treatment difference increased and the infected groups, regardless of the treatments, were all in the “red zone” or beyond (**Figure 8B**).

### 3.7 Responses to a secondary stressor

Plasma cortisol level significantly increased in all groups 1 h after stress and returned to basal level after 6 h (**Figure 9A**). The “uninfected–0 ppm”, “infected–0 ppm” and “infected–10 ppm, 15 min” showed almost an identical patterns of cortisol response after stress, though the magnitude was higher in “uninfected–0 ppm”. This was reflected in timewise inter-treatment differences especially the level of cortisol in “uninfected–0 ppm” group which was significantly higher than the infected-treated groups at 1 and 3 h after stress. It was also observed that at time 0 (pre-stress), the cortisol level in “infected–0 ppm” group was significantly higher than the rest of the groups. On the other hand, cortisol level, 6 h post-stress in “uninfected–0 ppm” group, was significantly lower than the other groups. Only the glucose level in “infected–10 ppm, 30 min” group showed significant variations after stress, where it peaked at 3 h after stress induction and returned to pre-stress level at 6 h after stress (**Figure 9B**). Moreover, its level at this timepoint was significantly higher than the “uninfected–0 ppm” group. The plasma lactate level does not change after stress induction (**Figure 9C**).

**Figure 9:**
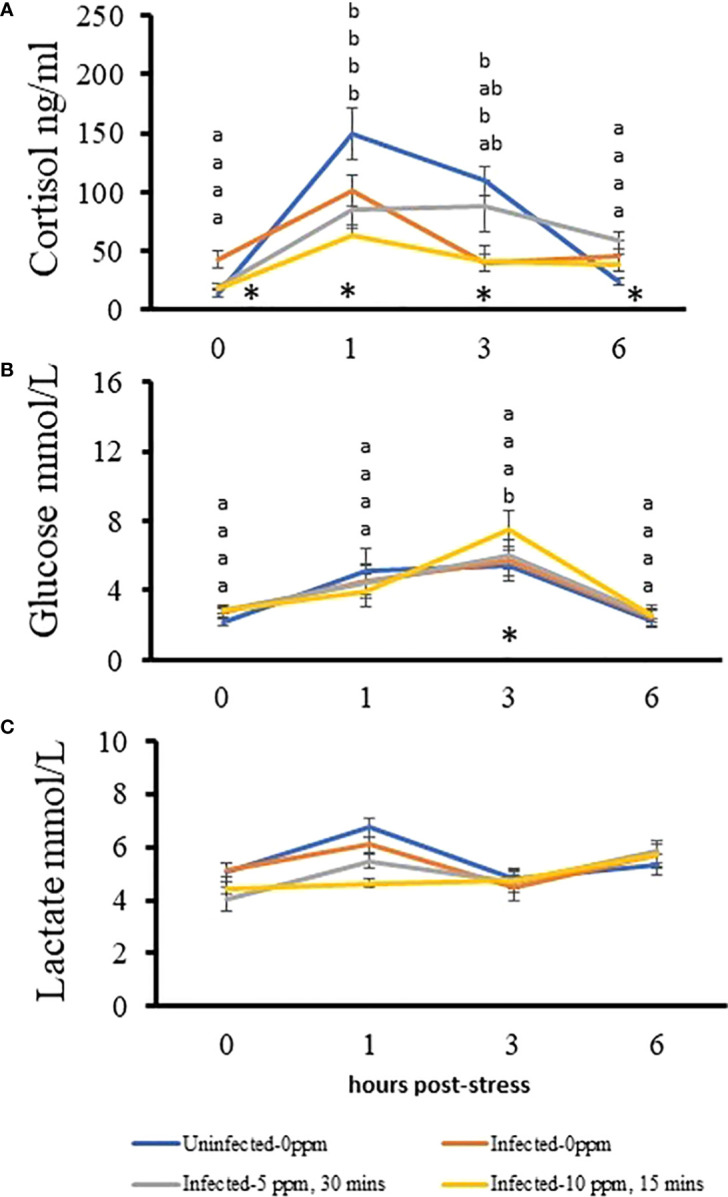
Changes in the plasma stress indicators after subjecting AGD-affected, PAA-treated Atlantic salmon to crowding. A stress test was performed after the last sampling. The levels of **(A)** cortisol, **(B)** glucose, and **(C)** lactate were measured in 10 fish per treatment group at each timepoint. The significant difference over time in a treatment group is indicated with different letters. Groups are arranged from top to bottom: uninfected–0 ppm; infected–0 ppm; infected–5 ppm, 30 min; and infected–10 ppm, 15 min. An asterisk (*) indicates that a significant inter-treatment difference exists among the groups at that particular timepoint, which has been detailed in the text.

## 4 Discussion

Our understanding of the epidemiology and pathophysiology of amoebic gill disease (AGD) has progressed dramatically in the last years—from documentation of gross and microscopic pathologies, which have already been routinely used for disease assessment to the molecular aspects of host-parasite interactions that identify biomarkers for potentially novel diagnostic assays (16, 38). However, there is a paucity of information on the physiological and immunological consequences of potential chemotherapeutics in AGD-affected fish. Poor gill health is increasingly implicated in a variety of disease complexes that may be exacerbated by rough husbandry manipulations such as the delousing; in Norway alone, over 2,983 delousing were performed in 2020 (15). Latent tissue-wide response of up to 2–3 weeks post-stress in gills (12, 35) has made preventative measures for AGD challenging to identify. Here, we showed that exposing AGD-affected fish to PAA, an oxidizing agent with strong biocidal activity, influenced the physiological and immunological responses to the infection and offered opportunities for improvement to develop new candidate chemotherapeutics.

### 4.1 PAA treatment may pose health and welfare risks to AGD-affected salmon

Though often regarded as one of the most eco-friendly disinfectants in aquaculture, identifying the safe dose of PAA is often presented with a challenge because the toxicity window for many fish species, including Atlantic salmon, is narrow (29, 39). The doses used in the present study were identified in a series of studies where naïve Atlantic salmon had been exposed to PAA at different doses, duration, and frequencies (31, 32). Mortality was documented in “infected–10 ppm, 15 min” shortly after exposure, and the survival level 24 h after treatment was lower than the other exposed groups. Lesions of lamellar vessels and lamellar adhesions were identified in PAA-treated fish, which is likely an additional factor that aggravated the impact on the respiratory function of AGD-affected fish. This welfare-related issue must be considered in using PAA as a chemotherapeutic. It was also apparent that the infected groups, regardless of the PAA treatment administered, appeared to be more susceptible to PAA toxicity. Such a response was not observed in the uninfected groups, as well as in previous PAA trials where these doses had been investigated and identified (31, 32). This suggests that AGD might have lowered the tolerance threshold of Atlantic salmon to PAA, thereby increasing the toxicity risk. This hypothesis is further supported by the cellular responses to the treatments: while the uninfected group had the smallest and fewest cells typical of healthy gills, infestation with AGD produced many and large mucous cells commensurate with quite vulnerable gills (**Figure 8**). Unfortunately, increasing the dose to 10 ppm PAA induced more but not larger mucous cells in the gills. These results support a balance between mucosal protection from infection or exposure to toxicants and the effective dose of PAA or other therapeutic actions, as has been found in previous studies (35, 40). This could be related to the dysregulation in immunity of AGD-affected fish (38), limiting their adaptive capacity to the oxidant. The magnitude of behavioral changes in the infected groups was, likewise, greater, thus, lending support to the hypothesis that the infection might have increased the sensitivity of salmon to PAA. These results provide another dimension on PAA toxicity in Atlantic salmon and, thus, must be considered in the informed basis of its application.

### 4.2 Plasma indicators reveal the effects of AGD on internal organ health

Respiratory disturbances associated with the proliferation and fusion of the lamellar epithelium in AGD-affected fish decrease the functional gill surface area and increase the diffusion distance in the water-blood barrier for oxygen transfer, which will result in secondary hypoxic changes in the liver (11, 41). Here, we documented that liver health was affected by AGD, as indicated by the increase in plasma level of alanine transaminase (ALAT) and alkaline phosphatase (ALP). Higher levels of these analytes are often implicated in liver damage. These analytes were elevated 24 h and 4 weeks after treatment in the “infected–0 ppm” group indicating secondary effects of gill infection on liver function. At 4 weeks post-treatment, ALAT showed that PAA treatment might have protected the liver from AGD-associated damage, but ALP suggested otherwise. It would be interesting to evaluate in the future the specificity of these analytes to differentiate the infection severity of AGD. In addition, clinical biochemistry in fish is often presented with the challenge of the lack of standards on differentiating health status. Tissue leaks LDH when damaged (42). The elevated level of plasma LDH is most likely connected to structural alterations in the gills that are associated with the pathology of AGD, which might have released LDH into the bloodstream. Interestingly, the level did not increase following PAA treatment, indicating that the oxidant did not intensify the organ damage associated with AGD. This was supported by histology. It was previously identified that at the concentrations tested, PAA caused only minor reversible gill alterations (31, 32). Systemic indicators for AGD are not commonly explored; therefore, the changes in LDH present a potential biomarker for AGD that should be validated in future infection studies.

### 4.3 Infection induces systemic oxidative stress but is not exacerbated by PAA treatment

Oxidative stress, the imbalance of reactive oxygen species and the inability of the organism to scavenge and neutralize them, has been linked to the pathophysiology of many diseases (43). It is known that PAA is a mild environmental stressor, and its ability to trigger transient systemic and mucosal oxidative stress has been thoroughly documented in Atlantic salmon smolts (30, 33). The results demonstrated that AGD alone or in combination with PAA treatment induced systemic oxidative stress by increasing the level of ROS (arbitrarily measured as H_2_O_2_) in plasma. The alteration of oxidative stress status has been implicated as a key mechanism at the later stage of AGD (44). The significantly elevated ROS level observed 4 weeks after treatment when gill scores were between 2 and 3, corroborated the earlier evidence of the involvement of oxidative stress in the pathophysiology of AGD. Increased production of ROS during infection facilitates pathogen clearance and contributes to signaling cascades related to inflammation, cell proliferation, and immune responses (45), and very likely, these mechanisms are at play as well in AGD. Treatment with PAA did not increase the ROS level indicating that the oxidative stress-inducing ability of AGD was not influenced by another strong oxidative chemical stressor.

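Supplementary Table 1 gives the term Cell Redox to 8 features. The score over them at 24 h was -0.09 ± 0.16 in “infected–0 ppm”, 0.11 ± 0.38 in “infected–5 ppm, 30 min” and 0.49 ± 0.43 in “infected–10 ppm, 15 min”. Relative to “infected–0 ppm”, “infected–10 ppm, 15 min” was higher by 0.57 (adjusted p = 0.0779) at 24 h, in 6 of 6 fish. It passed the threshold under quantile normalization, and after normexp background correction, at 0.46. The 10 ppm effect was -0.28 (adjusted p = 0.463) at 4 weeks.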

At the mucosal level, several regulators of oxidative stress genes have been identified in the gill transcriptome and, in most cases, the rate of transcriptional change was higher at the early timepoints. For example, the expression of *thioredoxin reductase 3*, *glutathione peroxidase 1*, and *superoxide dismutase* genes involved in ROS scavenging and detoxification (30), were highly affected 24 h after treatment. It was also apparent that infected groups treated with PAA had a higher magnitude of change than the infected–0 ppm. This demonstrates that the known consequence of PAA as an inducer of transient oxidative stress (32, 46) was magnified by parasitic infestation. 

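Thioredoxin reductase 3 (Ssa#S35599692) rose at 24 h in “infected–10 ppm, 15 min” relative to “infected–0 ppm” by 0.91 (standard error 0.21, adjusted p = 0.00116), in 6 of 6 fish. Glutathione peroxidase 1-like (Ssa#S31979390) rose by 0.79 (standard error 0.19, adjusted p = 0.00182), also in 6 of 6 fish. The 2 features named superoxide dismutase [Mn], mitochondrial, (Ssa#TC109836 and Ssa#GRASP223672874) were not called at 24 h, the second with a log2 fold change of 0.09 (standard error 0.12, adjusted p = 0.703). At 2 weeks Ssa#TC109836 was lower in “infected–10 ppm, 15 min”, with a difference of -0.91 (standard error 0.18, adjusted p = 0.00168), or -0.63 (short of the threshold) with scan day as a block. At 5 ppm none of these 4 features was called at 24 h.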

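Relative to “uninfected–0 ppm” at 24 h, thioredoxin reductase 3 was 0.15 ± 0.13 in “infected–0 ppm”, 0.43 ± 0.61 in “infected–5 ppm, 30 min” and 1.05 ± 0.65 in “infected–10 ppm, 15 min” at 24 h (log2, mean ± SD, n = 6). Glutathione peroxidase 1-like was -0.02 ± 0.29, 0.28 ± 0.39 and 0.77 ± 0.35 in the same groups. The superoxide dismutase feature Ssa#GRASP223672874 was 0.18 ± 0.14, 0.21 ± 0.18 and 0.27 ± 0.24, with differences between these groups smaller than their SDs.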

The changes in the expression of key oxidative stress-related genes in the gills and the alterations in systemic ROS level underscored a salient pattern that mucosal oxidative stress is triggered as an early phase response followed by systemic oxidant-antioxidant dysregulation as a subsequent consequence during the later stage of infestation.

Fish have an array of antioxidant molecules that ensure redox homeostasis and play a crucial defense role during oxidative stress (47). At 4 weeks post-treatment, plasmatic TAC significantly increased, such as the elevated level of ROS level in AGD-infected, PAA-treated fish. This provides evidence that AGD and PAA treatment did not impede the inherent ability of salmon to counteract elevated ROS. We have earlier shown that salmon has an efficient antioxidant system that addresses oxidative stress triggered by oxidative chemotherapeutics (32, 46). Interestingly, in the early timepoints, there was a variability in the TAC level, particularly with the “infected–10 ppm, 15min” group. This implies that the immediate and mid-recovery TAC responses could be influenced differentially by the high PAA dose, suggesting a slight interference with the systemic antioxidant system following treatment.

### 4.4 PAA modifies the gill transcriptomic response to AGD, but predominantly shortly after treatment

Several transcriptomics studies on AGD, either by qPCR assay of a large panel of genes, microarray or RNA sequencing, have elucidated the molecular mechanisms associated with the onset of the disease and its progression (5, 16, 38). However, many of the available transcriptomic datasets vary depending on the dose and virulence of the *N. perurans*, fish size, tank environment, duration of infection, and use of lesion or non-lesion specific gill tissue, which often pose a challenge when performing comparisons. Nonetheless, there are several mechanisms that have been implicated that likely govern host-pathogen interaction from the onset until the later stage of the disease. To our knowledge, this is the first study that explored transcriptome-wide responses of AGD-affected fish after treatment. It is evident in the gill transcriptome data that PAA treatment of AGD-affected fish had stronger effects immediately after treatment and the infected groups (treated and untreated) had almost the same transcriptomic response thereafter. This suggests that the modulation of response to AGD by the oxidant was only transitory and did not persist during the recovery/disease progression phase. This can partly explain why gross and microscopic pathologies were almost similar among groups at 4 weeks post-treatment, though some changes were distinguished by the Mucosal Mapping.

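At 24 h, “infected–10 ppm, 15 min” differed from “infected–0 ppm” in 2473 of the 14343 probes at an adjusted p under 0.05 (limma), and “infected–5 ppm, 30 min” in 20. At 2 weeks the numbers were 1251 and 72. At 4 weeks both were 0 (limma), with 1341 probes at 10 ppm and 784 at 5 ppm at an unadjusted p under 0.05. Scan day as a block left 159 calls at 10 ppm and 1 at 5 ppm at 2 weeks. All 24 h arrays and all 4 week arrays were scanned on 1 day each. After normexp background correction 6930 probes were called at 5 ppm at 4 weeks, the largest move of these counts, and 0 when the 2 arrays that this correction had raised most were left out as well (a choice made after seeing the data). With sets of 3 consecutive fish numbers as a random block the calls at 10 ppm were 1930 at 24 h and 747 at 2 weeks, and those at 5 ppm were 0 at both (limma, 1454 and 1762 at an unadjusted p under 0.05). The count at 5 ppm at 24 h was 0 without fish 41 of “infected–5 ppm, 30 min” (1790 at an unadjusted p under 0.05), 6 without fish 37 of “infected–0 ppm” and 37 without its fish 38. Without fish 31 of “infected–0 ppm”, the counts at 2 weeks were 798 at 10 ppm and 1 at 5 ppm. At 24 h, 47.1% of the probes called at 10 ppm were higher in the treated fish, a share that was 73.7% under median centring. Of the 20 calls at 5 ppm 85.0% were higher, and of the 194 under median centring 96.4%. For the calls at 10 ppm at 2 weeks the share was 27.8%, against 52.2% under median centring. At 10 ppm the groups did not overlap in 818 of all 14343 probes at 24 h (5.70%) and in 610 at 2 weeks (4.25%), which chance gives in 0.216% of probes on average, with 694 and 457 of them called. Probes of an array are not independent, so these shares are not by themselves evidence of an effect. Of the probes called at 10 ppm at 24 h, 210 were also called at 2 weeks, 184 of them in the same direction, and 17 were among the 20 called at 5 ppm. The largest rise at 10 ppm at 24 h was in differentially regulated trout protein 1 (Ssa#S18835342), with a log2 fold change of 3.57 (standard error 0.44, adjusted p = 1.39e-07). From the stronger effects at 24 h and the similar responses of treated and untreated infected fish afterwards, the paper proposes that the oxidant modulated the response to AGD only transitorily.

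**Figure D2:**
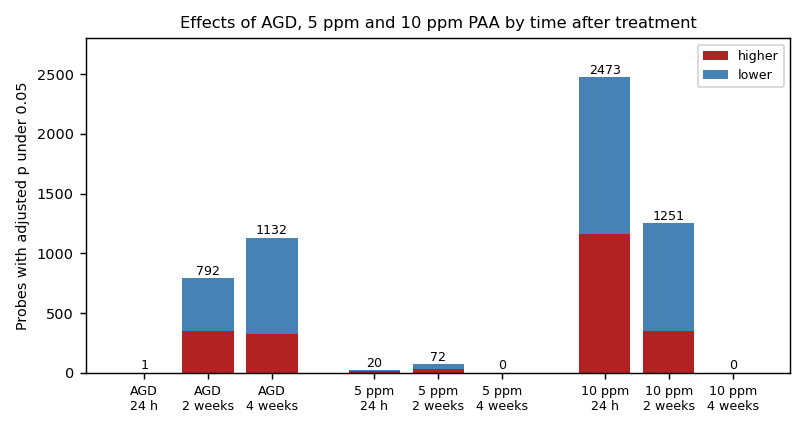
Number of probes with an adjusted p under 0.05 (vertical axis) for the effects of AGD (“infected–0 ppm” against “uninfected–0 ppm”) and of 5 and 10 ppm PAA (each against “infected–0 ppm”) at the 3 time points (horizontal axis), divided into higher (red) and lower (blue). The bar of 10 ppm at 24 h reaches 2473 and both PAA bars at 4 weeks are at 0. Under median centring the higher part of the 10 ppm bar at 24 h was 73.7%.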

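At 24 h the scores of all 4 clusters differed between “infected–10 ppm, 15 min” and “infected–0 ppm” at an adjusted p under 0.05. Differences between “infected–5 ppm, 30 min” and “infected–0 ppm” passed this threshold in clusters 2 and 3 and not in clusters 4 and 5. For cluster 5 the difference at 10 ppm was -0.25 (adjusted p = 0.013), in 6 of 6 fish, but -0.11 (short of the threshold) under median centring and -0.15 (short of the threshold) for the median over features. In cluster 5 at 10 ppm, 35 features were called lower and 11 higher.

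**Figure D3:**
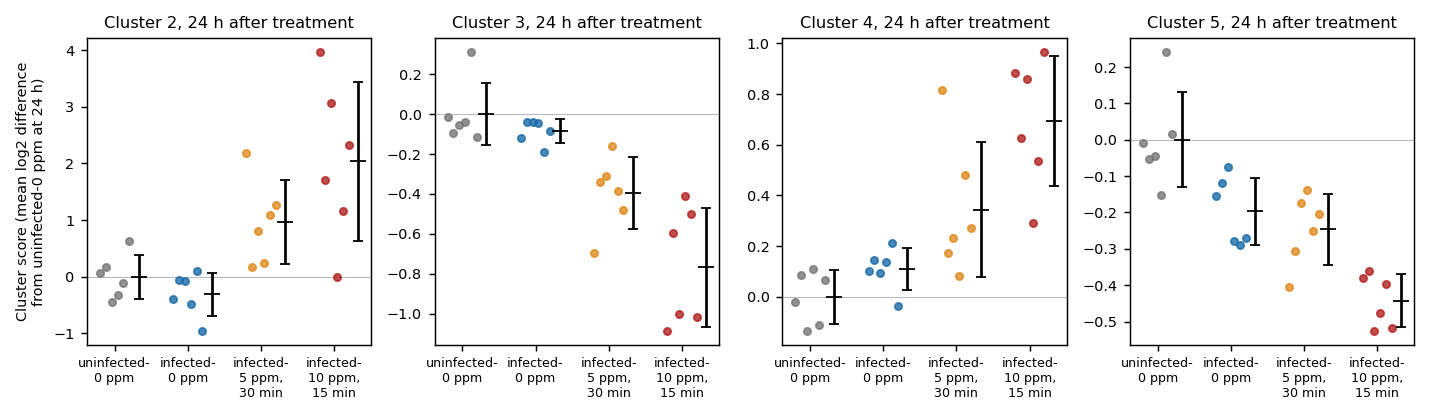
Scores of clusters 2, 3, 4 and 5 at 24 h (vertical axes, mean log2 difference from “uninfected–0 ppm” at 24 h) for each fish of the 4 groups (horizontal axes), with bars for the mean ± SD of 6 fish. Scores of “infected–10 ppm, 15 min” lie above those of “infected–0 ppm” on average in clusters 2 and 4 and below them in clusters 3 and 5, though for cluster 5 the difference did not pass the threshold under median centring.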

There were four main clusters—clusters 2, 3, 4, and 5 that conspicuously showed that oxidant treatment altered the transcriptomic responses of AGD-affected fish at 24 h after treatment. In Cluster 2, proteases involved in immunity and metabolism were substantially affected and characterized by upregulation in the PAA-treated groups where the magnitude of change was dose-dependent. 

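The term Immune protease is given to 10 features, 3 of them in cluster 2 and 4 in cluster 6. Its score at 24 h was -0.50 ± 0.61 in “infected–0 ppm”, 0.52 ± 0.74 in “infected–5 ppm, 30 min” and 1.32 ± 1.36 in “infected–10 ppm, 15 min”. The rise relative to “infected–0 ppm” was 1.01 (adjusted p = 0.0874) at 5 ppm and 1.82 (adjusted p = 0.0962) at 10 ppm (exact permutation tests), neither past the threshold. That at 5 ppm was 0.87 (past the threshold) after normexp background correction. Between the 2 doses the difference was 0.81 (adjusted p = 0.481).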

The *mmp 13* is expressed in wound keratinocytes and may be stimulated by the small ROS, hydrogen peroxide (48). Given that H_2_O_2_ is one of the constituent components of the PAA trade product, the upregulation of several *mmp 13* genes may likely be a response to the oxygen radical. Moreover, this lends support to the discussion earlier that mucosal oxidative stress was triggered after treatment. In addition, the upregulation of *heat shock protein 90, alpha* (*hsp90a*), especially at the highest dose, suggests stress responses in the gills. This group of genes indicate that stress might have been triggered at the gill mucosa by PAA treatment but not considerably by AGD.

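All 5 features named MMP 13 or collagenase 3 were called higher at 24 h in “infected–10 ppm, 15 min” than in “infected–0 ppm”. Their log2 fold changes ran from 1.86 (standard error 0.53, adjusted p = 0.00948) for Ssa#S18857994 to 2.37 (standard error 0.51, adjusted p = 0.00061) for Ssa#AJ424540, each with 5 of 6 fish above the mean of “infected–0 ppm”. At 5 ppm the 5 features had log2 fold changes from 0.71 (standard error 0.53, adjusted p = 0.538) for Ssa#S18857994 to 1.36 (standard error 0.51, adjusted p = 0.237) for Ssa#AJ424540, in 6 of 6 fish, and none was called.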

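Heat shock protein 90, alpha (Ssa#S30268702) rose at 24 h relative to “infected–0 ppm” by 2.53 (standard error 0.36, adjusted p = 1.2e-06) at 10 ppm and by 1.82 (standard error 0.36, adjusted p = 0.0245) at 5 ppm, in 6 of 6 fish at both doses. The difference between the doses was 0.72 (standard error 0.36, adjusted p = 0.295). Means relative to “uninfected–0 ppm” at 24 h were -0.08 ± 0.48 in “infected–0 ppm”, 1.73 ± 1.07 in “infected–5 ppm, 30 min” and 2.45 ± 1.14 in “infected–10 ppm, 15 min” (log2, mean ± SD, n = 6). At 4 weeks neither dose was called for this gene.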

It was reported earlier that AGD-affected gills displayed an increased mRNA expression of cellular markers of immune cells, including professional antigen-presenting cells (*mhc-ii, cd4*), B cells (*igm, igt, mhc-ii*), and T cells (*tcr, cd4, cd8*) (19). In another study, a coordinated down-regulation of MHC I pathway-related genes during the later stages of infection was demonstrated, including the down-regulation of *interferon-regulatory factor* (*irf*)-1, *independent of interferon-α*, *interferon-γ*, and *irf-2* expression (18). In Cluster 3, we found an overrepresentation of genes responsible for T- and B-cell–mediated immune response, where the infected groups showed downregulation at 24 h after treatment and, interestingly, the impact was magnified by oxidant treatment. 

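Relative to “uninfected–0 ppm”, the cluster 3 score of “infected–0 ppm” at 24 h differed by -0.09 (adjusted p = 0.429), which passed the threshold only under median centring, at -0.24, among the alternatives tried. Neither the Immune B cell score nor the Immune T cell score (0.16 (adjusted p = 0.542)) passed the threshold in this comparison. Against “infected–0 ppm”, the Immune B cell score decreased by 0.90 in “infected–10 ppm, 15 min” (adjusted p = 0.0232), in 6 of 6 fish. At 5 ppm its difference was -0.31 (adjusted p = 0.0309), or -0.20 (short of the threshold) under median centring. The Immune T cell score at 5 ppm differed by -0.27 (adjusted p = 0.183).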

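Compared directly at 24 h, “infected–10 ppm, 15 min” was lower than “infected–5 ppm, 30 min” in the cluster 3 score, with a difference of -0.37 (adjusted p = 0.104), in 6 of 6 fish, which did not pass the threshold. The Immune B cell score differed by -0.59 (adjusted p = 0.0309), or -0.56 (short of the threshold) under median centring. For Immune T cell the difference between the doses was -0.30 (adjusted p = 0.325). Of the 222 features, 33 were called lower and 0 higher in “infected–10 ppm, 15 min” than in “infected–5 ppm, 30 min” (limma), and 63 when adjusted over the list alone.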

The group receiving 10 ppm PAA for 15 min showed the highest downregulation among the groups. In earlier PAA exposure studies, we did not find a strong impact of PAA on these molecules (31, 49). This indicates that PAA may impair B- and T-cell–mediated response only when there is a pre-existing infection. Furthermore, such a weakening response triggered by PAA likely contributed to an environment that allows continuous invasion and proliferation of the parasite. It was also interesting to document that B- and T-cell–mediated response appeared to be marginal at 4 weeks post-infection, where a number of fish already exhibited gill scores >2. This is partially contradictory to the earlier observation on the role of these molecules during the later stage of infection (19). These results present another point for consideration in the ongoing discussion on how to devise the best approach to unravel the mechanisms behind complex disease states such as AGD (38).

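The arrays at 4 weeks were counted from treatment, not from infection. At 4 weeks after treatment the Immune T cell score was 0.78 ± 0.27 in “uninfected–0 ppm” and 0.31 ± 0.12 in “infected–0 ppm”, a difference of -0.47 (adjusted p = 0.0232) in 6 of 6 fish. For Immune B cell these were 0.37 ± 0.20 and -0.10 ± 0.17, a difference of -0.47 (adjusted p = 0.0232). Against “infected–0 ppm” at 4 weeks, the T cell score differed by 0.08 (adjusted p = 0.758) at 5 ppm and 0.05 (adjusted p = 0.849) at 10 ppm, and neither B cell score passed the threshold. In cluster 3, 64 of the 222 features were called lower under AGD at 4 weeks and 2 higher (neuronal pentraxin-1 precursor and neural proliferation differentiation and control protein 1-like). A feature named T cell receptor alpha (Ssa#S37959297) was among those called lower, with a log2 fold change of -1.05 (standard error 0.31, adjusted p = 0.0215).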

Oxidative stress-inducing compounds, such as H_2_O_2_ and PAA, require robust metabolic programming from the host to ensure efficient deployment of response for homeostasis and adaptation (49, 50). Cluster 4 showed genes mainly involved in metabolism in mitochondria, RNA and protein, where their expression was upregulated in infected-PAA–treated groups at 24 h after treatment. Moreover, the change was greater in the group that received 10 ppm PAA for 15 min. 

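The term Metabolism RNA has 26 of its 29 features in cluster 4, Metabolism Protein biosynthesis 12 of 16 and Metabolism Mitochondria 23 of 43. Relative to “infected–0 ppm” at 24 h, “infected–10 ppm, 15 min” was higher in these scores by 0.70 (adjusted p = 0.0232), 0.75 (adjusted p = 0.0232) and 0.29 (adjusted p = 0.0406), in 6 of 6 fish for each. At 5 ppm the differences were 0.28 (adjusted p = 0.291), 0.34 (adjusted p = 0.384) and 0.17 (adjusted p = 0.366). Over its 23 features in cluster 4 alone, the Metabolism Mitochondria score at 5 ppm was higher by 0.35 (past the threshold).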

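Between the doses, the cluster 4 score of “infected–10 ppm, 15 min” exceeded that of “infected–5 ppm, 30 min” by 0.35 (adjusted p = 0.132), in 5 of 6 fish, which did not pass the threshold. The differences between the doses were 0.42 (adjusted p = 0.282) for Metabolism RNA, 0.41 (adjusted p = 0.396) for Metabolism Protein biosynthesis and 0.12 (adjusted p = 0.54) for Metabolism Mitochondria. Of the 261 features, 209 were higher in “infected–10 ppm, 15 min” by sign. There, 31 were called higher and 3 lower (the 2 features of Kruppel-like factor 11b and G protein-coupled receptor kinase 4), or 79 in all when adjusted over the list alone.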

We can speculate that this substantial change may be involved in repairing cellular damages induced by compound stressor oxidant and AGD. 

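Arginine N-methyltransferase 3 (Ssa#GRASP209155403) rose at 24 h in “infected–10 ppm, 15 min” relative to “infected–0 ppm” by 1.12 (standard error 0.18, adjusted p = 1.12e-05), in 6 of 6 fish. In “infected–5 ppm, 30 min” its rise was 0.59 (standard error 0.18, adjusted p = 0.141), or 0.70 (past the threshold) under median centring. Means relative to “uninfected–0 ppm” at 24 h were 0.18 ± 0.24 in “infected–0 ppm”, 0.77 ± 0.52 in “infected–5 ppm, 30 min” and 1.30 ± 0.32 in “infected–10 ppm, 15 min”.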

One of the genes, which the rate of change was quite large in “infected-10, 15 min” group, was *protein arginine N-methyltransferase 3* (*prmt*), a gene responsible for methylating arginine residues in histone and non-histone proteins and has a major role in transcription and chromatin regulation, cell signaling, DNA damage response, RNA and protein metabolism, and stress (51). This points to its potential involvement in the response to the high-oxidant dose. GTPases are associated with diverse cellular processes, including signal transmission, cell polarity, cell cycle progression, gene expression, material transport, and construction of the cytoplasmic skeleton (52). We have identified a significant subset of GTP-related genes that were upregulated in PAA-treated groups 24 h after treatment, including *GTPase activating protein*, *guanine nucleotide-binding protein-like 3*, and *GTPase IMAP family member 7*. It has been reported previously that GTPases in the mucosal organs of salmon were affected by PAA, where its regulation following exposure has been implicated in facilitating radical scavenging (31, 49). 

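Supplementary Table 1 names 2 features GTPase activating protein, which rose at 24 h in “infected–10 ppm, 15 min” by 1.03 (standard error 0.35, adjusted p = 0.0335) (Ssa#S48394573) and 1.02 (standard error 0.20, adjusted p = 0.000246) (Ssa#GRASP209155813). The call of the first was lost after normexp background correction. Guanine nucleotide-binding protein-like 3 (Ssa#S18886128) rose by 1.25 (standard error 0.21, adjusted p = 2.51e-05), in 6 of 6 fish. GTPase IMAP family member 7 had a log2 fold change of 0.43 (standard error 0.30, adjusted p = 0.356) at 10 ppm and -0.26 (standard error 0.30, adjusted p = 0.686) at 5 ppm, and it was not called at either dose. None of these 4 features was called at 5 ppm. Over all 31 features with the term Cell GTP signaling, the score was lower in “infected–10 ppm, 15 min” than in “infected–0 ppm”, with a difference of -0.19 (adjusted p = 0.0309), a difference that was -0.05 (short of the threshold) under median centring and turned to 0.33 (short of the threshold) over the 8 of these features in cluster 4.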

The results concur that these molecules may be involved in the response to oxidant PAA, and this crucial function was not interfered with by the disease state.

Impairment of immune response in AGD has been documented in several studies, which likely contributes to the successful attachment, invasion, and proliferation of the parasite on the gill mucosa (11). This was exhibited in the gill transcriptome of AGD-affected fish as shown by Cluster 5, where most immune-related genes involved in chemokine, complement, and Ig-mediated responses clustered, and treatment-related differences were more notable at 24 h after treatment. 

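Of the features in cluster 5, 9 carry the term Immune Chemokine, 6 Immune Complement and 6 Immune Ig. At 24 h the Immune Ig score, over 18 features in all clusters, was lower in “infected–0 ppm” than in “uninfected–0 ppm”, with a difference of -0.48 (adjusted p = 0.0309), or -0.42 (short of the threshold) for the median over features. It was lower in “infected–10 ppm, 15 min” than in “infected–0 ppm”, with a difference of -0.90 (adjusted p = 0.0232) and lower than in “infected–5 ppm, 30 min”, with a difference of -0.85 (adjusted p = 0.0232). The Immune Chemokine score, over 19 features, differed from “infected–0 ppm” by -0.32 (adjusted p = 0.201) at 5 ppm and -0.27 (adjusted p = 0.467) at 10 ppm. The Immune Complement score, over 15 features, passed the threshold at neither dose. Under AGD at 4 weeks, Immune Chemokine differed by -0.77 (adjusted p = 0.0309) and Immune Complement by -0.21 (adjusted p = 0.282), the latter passing the threshold over its 6 features in cluster 5, at -0.46.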

Cytokines in the Th1, Th2, and Th17 cell differentiation pathways are often considered to be involved in AGD immune response, where downregulation is often a hallmark response for Th1, Th17, and Tregs pathways, whereas pro-inflammatory cytokines (Il-1β) and Th2 cytokines exhibit upregulation (3, 20). 

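Supplementary Table 1 names 1 feature interleukin-1 receptor type II (Omy#S15340882) and none interleukin 1b, so the latter was not followed. The receptor had a log2 fold change of 1.00 (standard error 0.42, adjusted p = 0.0922) at 24 h in “infected–10 ppm, 15 min” relative to “infected–0 ppm”, in 3 of 6 fish. Under AGD it was called at no time point, and its log2 fold change at 4 weeks was 0.48 (standard error 0.42, adjusted p = 0.569). Interferon gamma 1 (Omy#S48316952) fell under AGD at 4 weeks, with a log2 fold change of -2.54 (standard error 0.37, adjusted p = 6.98e-06), and at 24 h in “infected–10 ppm, 15 min” relative to “infected–0 ppm”, with -1.76 (standard error 0.37, adjusted p = 0.000482), in 6 of 6 fish. Under AGD at 2 weeks it had -0.60 (standard error 0.37, adjusted p = 0.347), and -1.04 with scan day as a block. The other 2 interferon gamma features had -2.37 (standard error 0.39, adjusted p = 5.57e-05) (Ssa#S22497299) and -2.51 (standard error 0.37, adjusted p = 7.22e-06) (Omy#S48316951) under AGD at 4 weeks, and neither was called under AGD at 24 h or 2 weeks. Interferon regulatory factor 1 (Ssa#TC110167) had -1.33 (standard error 0.19, adjusted p = 2.59e-06) under AGD at 4 weeks. The Immune IFN-virus response score, over 52 features, was lower, with a difference of -0.60 (adjusted p = 0.0309) under AGD at 4 weeks, or -0.56 (short of the threshold) under median centring.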

We have identified *interleukin 1b* (including the receptor) and several interferons to be downregulated mostly all throughout the trial in infected–0 ppm, as well as in two PAA-treated groups. Downregulation of these important cytokines could have facilitated the progression of the disease.

Increased mucus production is commonly associated with AGD (11), which was also identified in the current study through mucosal mapping. The AGD-affected fish began to change the mean mucous cell sizes within 24 h after treatment. At the same time, the uninfected control group showed mean gill mucous cell values were near the mean of generally healthy salmon of the same size range. After 4 weeks, this treatment difference increased and the infected groups exhibited activated protection through both hyperplasia and hypertrophy of the mucous cells (**Figure 8B**). This agrees with commonalities for complex gill histopathology, where epithelial and mucous cell hyperplasia were two of the three most frequent findings (53). Thus, the infection with AGD likely set the gill barrier cells on a pathway toward active chronic mucosal protection, which was alleviated by effective treatment with 5-ppm PAA but only somewhat ameliorated by the 10-ppm dose of PAA. In particular, *mucin 5* (*muc5*) is most likely the main component of the characteristic mucus patches comprising AGD lesions (16). We have identified *muc5* in the gill transcriptome to be heavily affected by AGD, where its expression increased as the disease developed, thus lending support to an earlier proposed involvement in AGD. 

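Of the 2 features named Mucin-5B, Ssa#AM041536 had log2 fold changes under AGD of 0.63 (standard error 0.23, adjusted p = 0.25) at 24 h, 0.86 (standard error 0.23, adjusted p = 0.0218) at 2 weeks and 1.09 (standard error 0.23, adjusted p = 0.00178) at 4 weeks, in 6 of 6 fish each time. With scan day as a block the value at 2 weeks was 1.63. Whether the effect differed between time points was not tested for this gene. In “infected–10 ppm, 15 min” it was lower than in “infected–0 ppm” at 24 h, with a difference of -0.66 (standard error 0.23, adjusted p = 0.0408), a call lost under median centring. The other feature, Ssa#S35547500, was well above background on 1 of 6 arrays of “uninfected–0 ppm” and 4 of 6 of “infected–0 ppm” at 4 weeks, where it had 2.37 (standard error 0.99, adjusted p = 0.133).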

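At 24 h, 2 of the 5 giant mucus protein features were called in “infected–10 ppm, 15 min” relative to “infected–0 ppm”, in opposite directions. Ssa#GRASP209734157 rose by 1.46 (standard error 0.25, adjusted p = 2.64e-05) and Ssa#S35551560 had a log2 fold change of -1.50 (standard error 0.47, adjusted p = 0.0179), each in 6 of 6 fish. At 5 ppm they had 0.92 (standard error 0.25, adjusted p = 0.0925) and -0.89 (standard error 0.47, adjusted p = 0.4), and the first was called under median centring, at 1.04. Under AGD at 2 weeks Ssa#S35581849 rose by 1.26 (standard error 0.37, adjusted p = 0.0331), or 1.32 (short of the threshold) with scan day as a block.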

Another mucus-associated gene that demonstrated a higher magnitude of change in response to infection and treatment was *GMP Giant mucus protein* (*gmp*), a high-molecular weight multi-domain protein specific for fish and responsive to ectoparasite salmon louse (54). This gene was earlier shown to be affected by PAA and was implicated to be involved in mucosal protection from the chemical oxidative stressor (46).

### 4.5 Oxidant treatment can reduce the parasite load, but pathologies are still persistent

The spectrum of antimicrobial activity of PAA is well documented, including against relevant bacterial and parasitic pathogens in aquaculture (55–57). Under *in vitro* conditions, PAA exhibit amoebicidal activity against *N. perurans* within the concentrations tested in this study (unpublished). PAA is in the family of oxidizing agents where H_2_O_2_, the most well-known oxidant treatment for AGD, belongs. We evaluated for the first time the potential of PAA as a chemotherapeutics against AGD-affected salmon. The gills of AGD-affected fish exhibited classic gross pathologies such as white mucoid patches (8) and were supported microscopically by evidence of multifocal hyperplasia and lamellar fusion (10). Moreover, the parasites were, likewise, observed and detected in the tissue sections, indicating that the infected fish used represented diseased specimens. In addition, the number, size, and volumetric density of mucus cells in the gills increased in AGD-affected fish, which supports earlier evidence of increased mucus production during infestation (16).

From gross gill scoring, PAA treatments did not reduce the pathologies associated with the disease. The frequency of gross gill score 2 and higher increased as the recovery period progressed, and the distribution of scores showed slight differences among groups. Interestingly at termination, microscopic scoring revealed that the percentage of the population having an AGD pathology score >2 was the highest in “infected–0 ppm”, whereas the lowest in “infected–5 ppm, 30 min”. Though this subjective difference between groups were not large, it agreed with the sensitive Mucosal Mapping results and was supported by qPCR quantification where the lowest parasite load was detected in “infected–5 ppm, 30 min”. Therefore, the treatment of AGD-affected fish with PAA resulted in equivocal disease resolution; nonetheless, 5-ppm PAA for 30 min could reduce the parasite load and may, likely, require time for the pathologies to recover. It is known that fish will still have high gill gross score when they are recovering, which likely explains the contrast between the parameters for assessing disease resolution in the timeframe of this study. In earlier treatment experiments, it was demonstrated that the efficacy of H_2_O_2_ against AGD was not highly dose-dependent (9); somehow, PAA as a treatment followed such a trend. Moreover, H_2_O_2_ treatment does not cure the fish, but delays the development of the disease and growth of the amoeba (9, 22, 24), despite tissue-wide persistent disruption of barrier mucosa (12). A longer period of recovery after treatment is required for us to verify whether such consequences are also true for PAA.

### 4.6 AGD and PAA treatments alter the kinetics of stress response to a secondary stressor

We have shown earlier that frequent exposure to PAA did not affect the ability of salmon smolts to respond to a secondary stressor, but slight modifications in the kinetics of response were documented (32, 33). For example, fish exposed to PAA had a higher cortisol response than unexposed fish. In the present study, we found that AGD and PAA treatment did not impede the ability of salmon to respond to a secondary stressor; however, the magnitude and, to some extent, the kinetics, had been altered. It appears that AGD dampened the ability to mobilize cortisol after stress because infected groups showed lower cortisol responses. As an anti-inflammatory molecule, cortisol participates in the activation of immune response (58), and is very likely active in resolving the AGD-related dysregulation of the host immunity, as shown in the gill transcriptome of infected fish. The lower magnitude of cortisol response in the infected group suggests potential exhaustion, in which cortisol had been extensively utilized for immune regulation as the disease progressed, thus, a lesser response was demonstrated when secondary stress is encountered. Moreover, fish exposed to 10 ppm for 15 min showed the lowest cortisol levels among the groups post-stress, indicating a potential compound interference caused by infection and oxidant on cortisol mobilization. Cortisol has been found to be elevated in AGD-affected fish (59), as well as in PAA exposed salmon (32). We documented that “infected–0 ppm” had significantly higher cortisol levels before stress induction, which suggests chronic stress in this group. Chronic stress from elevated cortisol may interfere with immune responses (60), and this partly explains why in the cluster of immune genes in the gill transcriptome, the responses in the infected untreated group were marginal.

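Of the 8 immune terms scored, only Immune Ig differed between “infected–0 ppm” and “uninfected–0 ppm” at 24 h at an adjusted p under 0.05, and none did at 2 weeks. Scan day limits the latter. Among the 2 infected and 6 uninfected fish scanned on the same day, Immune B cell differed by -0.19, against 0.10 over all fish. Immune Antigen presentation differed by -0.33, against -0.10. Immune T cell, Immune Chemokine and Immune Complement were higher by sign. None of the 8 had an exact permutation p under 0.05 among these few fish. At 4 weeks all 8 were lower in “infected–0 ppm” by sign, and 6 of them passed the threshold, all but Immune protease, with -0.42 (adjusted p = 0.542), and Immune Complement. Under median centring 4 of the 6 passed it, all but Immune Ig and Immune IFN-virus response. The largest of these differences at 4 weeks was that of Immune Chemokine, and that of Immune Antigen presentation was -0.52 (adjusted p = 0.0232). Immune Ig differed by -0.75 (adjusted p = 0.0232), or -0.71 (short of the threshold) under median centring.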

Glucose and lactate are involved in the secondary response to stress and play a key role in energy metabolism and allocation (61). The treatment groups did not show significant changes in both parameters after stress induction except in “infected–10 ppm, 15 min” where the glucose level increased at 3 h after stress. Though it is difficult to provide a solid implication of the physiological importance of such a treatment-specific response, providing the compound stressor may slightly magnify the ability of fish to mobilize glucose reserves following stress.

## 5 Conclusions

The present study revealed new insights into the physiological consequences of AGD and how they were influenced by oxidative chemotherapeutics. PAA treatment of AGD-affected fish increased the toxicity risk of PAA, hence, providing a crucial aspect that must be thoroughly considered in using this oxidant as a chemotherapeutics. AGD interfered with liver functions and induced systemic oxidative stress, nonetheless, treatment with an oxidant did not aggravate the AGD-induced alterations. These results further expanded the role of oxidative stress in the pathophysiology of AGD. 

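Directly compared at 24 h, “infected–10 ppm, 15 min” and “infected–5 ppm, 30 min” differed in 307 probes at an adjusted p under 0.05 (limma), 156 higher and 151 lower in “infected–10 ppm, 15 min”. Across the 14343 probes, the effects of 5 and 10 ppm relative to “infected–0 ppm” correlated with r = 0.577 (across probes, which are not independent replicates). Both effects share the same untreated fish, and simulated groups without any effect, set against the same untreated fish, gave a mean r of 0.470, with 25 of 100 as high as 0.577. Of the 2473 probes called at 10 ppm, 95.9% had a 5 ppm effect of the same sign, against a mean of 82.8% and a highest value of 97.7% in the simulations.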

The gill transcriptome elucidated the molecular changes following infection and treatments, revealing how mucosal cellular and humoral immune responses were orchestrated in response to infestation, and, in some cases, modulated by PAA treatment at a higher dose but shorter exposure duration. It was apparent that PAA treatment could interfere with gill transcriptomic responses in AGD-affected fish, but only shortly after treatment. 

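Whether an effect of PAA differed between time points was tested by interaction contrasts in limma. The 10 ppm effect at 24 h differed from that at 2 weeks in 1131 probes at an adjusted p under 0.05, and in 575 with scan day as a block, of which 518 were among the 1131. It differed from that at 4 weeks in 1630 probes. With sets of 3 consecutive fish numbers as a random block, the counts against 2 and 4 weeks were 623 and 948. For 5 ppm, 2 probes differed between 24 h and 2 weeks: serpin peptidase inhibitor, clade B (Ssa#S18843962, named after its value was seen), by 1.25 (standard error 0.25, adjusted p = 0.0499), and a probe for which Supplementary Table 1 gives no name. Neither was called with scan day as a block, under which 3 other probes were. There were 0 such probes between 24 h and 4 weeks (limma, 1821 at an unadjusted p under 0.05). After normexp background correction the last number was 6596, and 0 when the 2 arrays raised most by it were left out too. In the comparison of 24 h with 2 weeks at 10 ppm, 52.9% of the called probes were more positive at 24 h, against 64.4% under median centring. In the comparison of 24 h with 4 weeks, 40.3% of the called probes were more positive at 24 h, a share that was 80.4% under median centring.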

PAA treatments did not fully resolve the disease-associated pathologies as gill scores further developed during recovery, although mucosal mapping measures indicate that AGD, either treated or untreated, displayed significantly larger and denser cells than in uninfected fish gills and may be useful in the early detection of infections and to identify effective therapeutic interventions. Despite the equivocal treatment impacts on gross and microscopic pathologies, we documented lower parasite load in the group, 5 ppm, 30 min group. The delayed or latent responses of tissues, and the lack of correspondence between gill scores and other pathologies, underscore the need to have more objective analytical methods to assess disease state and resolution. AGD and PAA treatments did not impede the ability of fish to respond to secondary stress; however, infection and treatment altered the magnitude and kinetics of response, indicating a potential interference of the stress axis. Lastly, the study offered new insights into host–pathogen–treatment interactions in AGD research. PAA as a treatment for AGD requires further investigation, mainly focusing on identifying the optimum treatment protocol. Nonetheless, the results presented here would be valuable in the evidence-driven use of PAA as an aquaculture disinfectant in general.

## Data availability statement

The data presented in the study are deposited in the GEO repository under accession number GSE211350.

## Ethics statement

This study was reviewed and approved by Norwegian Food Safety Authority (FOTS ID 20/37233).

## Author contributions

*Funding*: CL and L-FP. *Conceptualization*: CL, L-FP, MB, SH, and KP. *Planning*: CL, MB, and FF. *Execution of trial*: CL, MB, DS, and FF. *Sampling*: CL, MB, FF, and DS. *Laboratory analysis*: CL, LP, GM, DS, and MG. *Data analysis and curation*: CL, AK, GT, GM, KP, DS, and MG. *Interpretation*: CL, FF, MG, GT, and KP. *Visualization and presentation*: CL, GT, and GM. 1^st^ draft *Writing*: CL. *Editing and Final Draft*: All. All authors contributed to the article and approved the submitted version.

## Funding

This study received funding from the Norwegian Seafood Research Fund (ref. 901472, Peragill).

## Acknowledgments

We thank the personnel at the Fish Health laboratory of HiT for their technical assistance during the fish trial. We also acknowledge the assistance of Marianne H. S. Hansen in the microarray analysis (Nofima). The chemical used in the trial was provided by Lilleborg (Dr. Lisbeth Rørmark). F F wishes to acknowledge the ERASMUS+ Student Mobility Programme for financing his research stay at Nofima. We would like to thank Dr. Linda Andersen of the Industrial and Aquatic Laboratory (ILAB) for her insightful comments to this paper.

## Conflict of interest

KP and GM work for Quantidoc AS.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Author disclaimer

Mention of trade names or commercial products in this paper is solely for reporting and does not imply recommendation or endorsement by Nofima, the Technical University of Denmark, the University of Bergen, the University of Lisbon, and the Norwegian Veterinary Institute.

How the deposited data were processed for this re-analysis (not part of the article)

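Gill RNA from 72 fish was measured on one-colour microarrays of the SIQ-6 design, 1 fish per array, in 12 groups of 6: “uninfected–0 ppm”, “infected–0 ppm”, “infected–5 ppm, 30 min” and “infected–10 ppm, 15 min” at each of 3 time points. The authors deposited 1 file per array with the intensities that Agilent Feature Extraction wrote. By the headers of these files, the processed signal of a spot is its intensity after subtraction of a spatially detrended background, with a multiplicative detrending on 17 arrays, 16 of them of the first scan day, and nothing in them was scaled between arrays. Among the 24 h arrays this detrending was rarest in “uninfected–0 ppm” and most frequent in “infected–10 ppm, 15 min”. Contrasts at 24 h therefore compare arrays processed in part differently, and the effect of this detrending was not tested by itself. The expression ratios that the authors computed afterwards with STARS were not used here, apart from the group means in Supplementary Table 1. Each file also held 0 or 1 marks for spots well above background, for spots whose pixels or replicates stood apart, and for saturated spots.

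From these intensities the following was computed. Control spots were removed, the 504 spots marked as outliers (0.0472% of all) were treated as missing, and 0 spots were saturated. The log2 processed signal of each array was taken relative to its 75th percentile over the probes that are not controls. Probes well above background on at least 6 of the 72 arrays were kept, which left 14343, of which 10608 were well above background on all 72. Pairs of arrays of 1 group correlated across probes with r from 0.951 to 0.991. With 6 arrays per group the standard error of a log2 difference, given beside each gene, sets the precision, and for dim probes the distance of the signal from the background limits it further.

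A mean for each of the 12 groups was fitted to all 72 arrays with limma 3.58.1 in R 4.3.3, so that all groups shared 1 estimate of the spread per probe (60 residual degrees of freedom). The DEG counts follow the definition in the methods, an unadjusted p under 0.05 with a range of the 12 group means above 1, with limma's moderated tests in place of the methods' analysis of variance, which was run as an alternative. Contrasts within a time point (“infected–0 ppm” against “uninfected–0 ppm” for AGD, and each PAA dose against “infected–0 ppm”) and differences of such contrasts between time points were called at a Benjamini-Hochberg adjusted p under 0.05 over all probes tested. Where a single gene is given with a standard error and an adjusted p, both come from limma. Where a score of a cluster or term is given with an adjusted p, it comes from the two-sided exact permutation test of 6 fish against 6, adjusted over 90 comparisons for clusters and 150 for terms. For the difference of 2 effects on a score, the time labels were regrouped within each of the 2 groups, over all pairs of their regroupings. A change over time or scan day that both groups share enters these regroupings. A difference short of the threshold therefore does not show that the effects were alike. These differences of score effects were added after the data had been seen. The threshold for every such test was an adjusted p under 0.05, and called means past it. Scores were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

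The comparisons, the main settings, the terms scored, the rule for the genes named and most alternatives were chosen before the data were examined. Genes were named by 3 parts of a rule: every feature of Supplementary Table 1 for a gene that the results or discussion name as responding in these arrays, the features of cluster 9, and for each contrast within a time point the 2 largest rises and the 2 largest falls among called probes whose 2 groups of 6 fish do not overlap. The values of the first 2 parts in the paper's own table had been seen when the rule was written. The first 2 parts named 55 features, and all were among the probes tested. Names come from Supplementary Table 1 alone, since 0 probes matched the annotation at hand, and at most 2 rising and 2 falling probes without a name there are given by their identifier.

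Alternatives set beforehand were quantile normalization and centring on the array median in place of the 75th percentile, a normexp background correction (offset 50, on the median spot and background intensities, since mean intensities were not in the files), no filter on dim probes and a filter on all 72 arrays, array weights, slide as a block, sets of 3 consecutive fish numbers as a random block (tanks are not named in the labels), and the fish number as a block. For the DEG counts they also included the methods' analysis of variance with treatment at 2 or 3 levels, an adjusted p, and no requirement on the range. For contrasts they included an absolute log2 fold change above 1 and a fit of only the 12 arrays compared, and for scores every row of the table, the median over features, and for terms only the features of the cluster for which the paper reports the term. Scan day as a block, the comparison of fish scanned on the same day, normexp without 2 arrays, leaving out single arrays that stood apart from their group, and the rows of Supplementary Table 1 alone were added after seeing the data.

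The fit was tested on simulated data with the arrays' own means and spread. Of 200 probes changed in “infected–10 ppm, 15 min” at 24 h, 168 were called, 74 of 100 changed by 1 and 94 of 100 changed by 2 on the log2 scale, 0 of them with the wrong sign. The median fitted change was 1.02 and 2.03. Of the unchanged probes 9 were called, and contrasts at 2 and 4 weeks gave 0 calls. Among unchanged probes, 5.32% had a p under 0.05 for the time point, 4.89% for treatment and 5.08% for AGD. Over 2000 simulated scores without a difference the permutation test gave a p under 0.05 in 4.85%, and in 99.8% where the difference was 3 SD. Tanks were not analysed, since the labels do not name them.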

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

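The tests that regroup the arrays, the tests of scan day, the slide tests of cluster scores, the fit without fish 41 and the scaling test of term scores were chosen only after the results were seen, while the tests of array brightness, the slide tests of array measures, the test for an uninfected fish and the test of the range requirement were not.

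In 12 of 144 groups of 6, 1 fish or array stood apart from the others: the gap to its neighbour, divided by the range of the group, was above Dixon's 95% critical value for 6. Chance marks about 1 group in 20. For the cluster scores, fish 38 of “infected–0 ppm” at 24 h had a cluster 1 score of 0.41, the highest of its group and 0.19 above the group mean. The 10 arrays nearest to it in brightness deviated from their groups by a mean of -0.091, with 0.07 as the highest, and the other 7 arrays of its slide by a mean of -0.026, with 0.13 as the highest, which argues against array brightness and against the slide as the source. Fish 48 of “infected–5 ppm, 30 min” at 4 weeks had the highest cluster 1 and cluster 8 scores of its group, 1.85 and 3.52, which are 0.72 and 1.44 above the group means. For cluster 1, the arrays nearest in brightness deviated by a mean of -0.013 and those of the slide by 0.017. For cluster 8 these were -0.087 and 0.13, with none of the other arrays near the deviation of this fish. Fish 46 of the same group had a cluster 2 score of -0.098, the highest of its group and 0.88 above its mean. The other arrays of its slide deviated by a mean of -0.21, from -0.93 to 0.72, but 1 of the 10 arrays nearest in brightness deviated by 1.28 (mean 0.11), so brightness as the source cannot be told apart from a difference between fish. Fish 7 of “uninfected–0 ppm” at 24 h had the highest cluster 3 score, 0.31, also 0.31 above the mean of its group. The other arrays of its slide deviated by -0.032 on average, from -0.30 to 0.21, while the arrays nearest in brightness deviated by 0.021 on average and up to 0.36, so brightness stays open here too. The design gives no condition that separates single fish of a group, so no biological explanation was tested for these fish.

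Fish 31 of “infected–0 ppm” at 2 weeks had the lowest cluster 1 score of its group, 0.23, which is 0.44 below the group mean (a deviation of -0.44). The arrays nearest in brightness deviated by a mean of -0.068 and those of its slide by -0.017, with -0.14 and -0.19 as the lowest. Fish 32, scanned on the same day, had a score of 0.70, near the 4 fish of the other scan day, which argues against scan day. A mislabelled uninfected fish is argued against by the cluster 7 score of fish 31, 0.99, above the highest of the uninfected fish at 2 weeks (0.48). Its cluster 9 score of 1.22 was also above theirs (0.77), but uninfected fish at 24 h reached 1.79, so cluster 9 does not decide this. The margin is small, and other wrong labels and a weaker infection of this fish stay open as untested. Without it the number of probes called for AGD at 2 weeks was 1944, against 792 with it, while the 5 ppm effect at 2 weeks fell from 72 to 1 and the 10 ppm effect from 1251 to 798.

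Among the array measures, the array of fish 41 of “infected–5 ppm, 30 min” at 24 h had the lowest 75th percentile of its group, 427, and the lowest signal over background, 3.97. The other arrays of its slide deviated from their groups by means of 38.0 and -0.21, against -413 and -2.93 for this array, so the slide was not the source. Without this array the 5 ppm effect at 24 h fell from 20 calls to 0 (limma, 1790 at an unadjusted p under 0.05), so these 20 calls may rest on this 1 array. They also became 6 without fish 37 of “infected–0 ppm” and 37 without its fish 38. Signal over background was highest in fish 37 of “infected–0 ppm” at 24 h, 9.09, where the slide deviated by -0.29 and this array by 2.13. The percentage of probes well above background was highest in its group for fish 31 of “infected–0 ppm” at 2 weeks, 93.7%, and lowest for fish 37 of “infected–0 ppm” at 4 weeks, 74.1%, and for fish 47 of “infected–5 ppm, 30 min” at 4 weeks, 76.3%. The slides of these 3 arrays deviated by 0.11, 0.68 and -0.41 percentage points, against 4.87, -11.3 and -10.2 for the arrays themselves. Fish 31 was scanned on the first day, when a larger share of probes was well above background than on the second (medians of 93.1% and 88.0%), and scan day stays open for it. RNA quality, hybridisation and multiplicative detrending of single arrays were not tested, and the design gives no biological explanation to test.

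The 10 ppm effect differed between time points by limma's test of the difference itself, in 1131 probes between 24 h and 2 weeks and in 1630 between 24 h and 4 weeks. Of 100 regroupings of the time labels of the same arrays, 4 and 3 gave as many calls, the real one included. This share under 0.05 was not adjusted over the 17 counts tested in this way. The regroupings also moved arrays between scan days, so the share does not measure chance alone. With fish number sets as a random block the 2 counts were 623 and 948. For 2 weeks, where “infected–0 ppm” was scanned on both days, a shift of probes between scan days was removed by a block, which left 575 probes, 518 of them among those called without it. This argues against such a shift as the whole source. For 4 weeks both groups of each effect shared a scan day, so a shift cancels by design, and the 1732 probes called with the block test nothing. A scan day that changes all effects by 1 factor is argued against as the whole source. Over the 2473 probes called at 10 ppm at 24 h, the later effect had a slope on that at 24 h of 0.117 at 2 weeks (0.078 to 0.140 without any 1 fish) and -0.0876 at 4 weeks (-0.105 to -0.0609), while 263 of them (10.6%, against 7.89% of all probes) were called for AGD at 4 weeks, on the second scan day. A scan day that changes the effects of single probes in different ways stays open, since “infected–10 ppm, 15 min” lay on 1 scan day at each time point. A dose effect that fades after 24 h is the biological hypothesis that the design offers, found and tested on the same arrays. For 5 ppm, 2 probes differed between 24 h and 2 weeks (limma, 1591 at an unadjusted p under 0.05). As many were called in 9 of 100 regroupings, which also moved arrays between scan days and so cannot decide on chance. The calls were 0 without fish 41 of “infected–5 ppm, 30 min”, fish 38 of “infected–0 ppm” at 24 h or fish 31 of “infected–0 ppm” at 2 weeks (limma, 1378, 1276 and 1645 at an unadjusted p under 0.05).

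For functional terms, 13 of 90 differences of an effect between time points passed the threshold (exact permutation tests, the effect at 24 h minus the later effect). For 10 ppm against 2 weeks they were -0.92 for Immune B cell, -0.72 for Immune Antigen presentation, -0.55 for Immune IFN-virus response and 0.65 for Metabolism Protein biosynthesis. Against 4 weeks they were -0.89 for Immune B cell, -0.70 for Immune Antigen presentation, 0.57 for Metabolism Protein biosynthesis and 0.85 for Cell Redox. For 5 ppm against 4 weeks Immune Antigen presentation differed by -0.43. For AGD against 4 weeks the differences were 0.51 for Immune Antigen presentation, 0.69 for Immune Chemokine, 0.70 for Immune IFN-virus response and -0.88 for Cell Stress. Under median centring 7 of the 13 passed the threshold, and 12 under quantile normalization, which argues against between-array scaling as the source of them all, though it stays open for the 6 that were lost under median centring. Both groups of each effect shared a scan day within 24 h and within 4 weeks, so a shift between scan days cancels in the 9 differences against 4 weeks, while “infected–0 ppm” at 2 weeks lay on both days. Taken among fish scanned on the same day, the 4 differences against 2 weeks were -0.78, -0.61, -0.49 and 0.67 in the order above, and all 4 had an exact p under 0.05 (from 0.00152 to 0.00831, not adjusted), which argues against a shift between scan days. A scan day that changes all effects by 1 factor is argued against as the source of all 13, since in 2 terms, Immune Antigen presentation and Immune IFN-virus response, the AGD effect was larger and a PAA effect smaller on the second scan day. As for the probes above, a factor that shrinks the PAA effects would have shrunk the AGD effects of that day as well, while for the 4 AGD differences alone a factor stays open. The biological hypotheses are a PAA effect that is larger at 24 h and an AGD effect that grows by 4 weeks, found and tested on the same arrays.

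Probes outside the paper's table of DEGs, which the paper does not report on, were called for AGD at 24 h (1), 2 weeks (669) and 4 weeks (926), for 5 ppm at 24 h (14) and 2 weeks (59), and for 10 ppm at 24 h (2076) and 2 weeks (1116). In all, 4197 of the 4847 probes called in any of the 9 contrasts lay outside the table. The range of group means above 1 that the paper requires would leave out 62.5% of them (2625), and the other 1572 had a range above 1, which argues against that requirement as the whole reason. Of 100 regroupings of the arrays of each contrast, as many calls were found in 4, 2 and 1 for AGD at the 3 time points in order, in 4 and 1 for 5 ppm at 24 h and 2 weeks, and in 1 and 1 for 10 ppm at these time points, each with the real one included. In the regroupings missing spots were set to the mean of their group, which moved the real counts slightly (796 in place of 792 for AGD at 2 weeks). Each share was under 0.05 for its contrast taken alone, which argues against chance for these 7 counts but does not exclude it. The shares were not adjusted over the counts tested in this way. For the 1 probe under AGD at 24 h and the 20 at 5 ppm at 24 h the margin is small. Other regroupings reached 141 calls for 5 ppm at 24 h and 1451 for AGD at 2 weeks. With fish number sets as a random block both were 0 (limma, 1682 and 1454 at an unadjusted p under 0.05), and so was 5 ppm at 2 weeks (limma, 1762). For 5 and 10 ppm at 4 weeks, with 0 calls (limma, 784 and 1341 at an unadjusted p under 0.05), all 100 and 100 regroupings gave as many, and for the difference of the 5 ppm effects between 24 h and 4 weeks (0 calls, limma, 1821 at an unadjusted p under 0.05) all 100. With 0 calls every regrouping gives as many, so these 3 say nothing about chance. For AGD at 2 weeks, 14 of the 28 groupings that keep the 4 arrays of the second scan day together gave as many calls, so scan day stays open as the source of the AGD calls at 2 weeks, while with the scan days kept 1 of 100 did for 5 ppm and 1 of 100 for 10 ppm, the real ones. At 5 and 10 ppm the scan day as a block still lowered the calls at 2 weeks to 1 and 159, but the block also makes these effects less precise. For 5 ppm at 24 h the array of fish 41 stays open as well. The treatment and the infection are the biological hypotheses for these counts.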

How the results depend on the processing

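Scan day as a block, normexp background correction without 2 arrays, the rows of Supplementary Table 1 alone, the comparison of fish scanned on the same day and the fits without single arrays were chosen only after the results were seen, and the other alternatives were not. A count was taken as kept where it stayed within 1.5 times the count reported. Counts kept under most of the alternatives set beforehand were 3837 time point DEGs (kept under 10 of 13, from 3482 to 5173), 4410 DEGs of any factor (9 of 12, from 3796 to 5314), 2473 probes for the 10 ppm effect at 24 h (9 of 11, from 1912 to 2738), and 1131 and 1630 for its difference from 2 and 4 weeks (7 of 9, from 860 to 1328, and 7 of 9, from 1427 to 1991). The 0 calls at 4 weeks (limma, with the counts at an unadjusted p given above) were kept under 10 of 11 for 5 ppm and 10 of 11 for 10 ppm. Less stable were 884 PAA treatment DEGs (7 of 12, from 644 to 1306), 1295 AGD DEGs (7 of 12, from 1055 to 1445), the AGD effect at the 3 time points (1, 792 and 1132 probes, kept under 3 of 11, 5 of 11 and 5 of 11), the 5 ppm effect at 24 h and 2 weeks (20 and 72, 2 of 11 and 5 of 11) and the 10 ppm effect at 2 weeks (1251, 6 of 11).

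The counts that were not kept follow, by alternative, and the cause was not tested unless one is named. Under quantile normalization they were 0 (limma, 1352 at an unadjusted p under 0.05) for the AGD effect at 24 h, 37 for the 5 ppm effect at 24 h, 5 for the 5 ppm effect at 24 h against 2 weeks and 1 for the 5 ppm effect at 24 h against 4 weeks. Under median centring they were 0 (limma, 2269 at an unadjusted p under 0.05) for the AGD effect at 24 h, 194 for the 5 ppm effect at 24 h, 11 for the 5 ppm effect at 24 h against 2 weeks, 1 for the 5 ppm effect at 24 h against 4 weeks and 15 for the functional term scores, the last against 24. After normexp background correction they were 525 for the PAA treatment DEGs, 3271 for the AGD DEGs, 0 (limma, 2284 at an unadjusted p under 0.05) for the AGD effect at 24 h, 502 for the AGD effect at 2 weeks, 399 for the AGD effect at 4 weeks, 13 for the 5 ppm effect at 24 h, 30 for the 5 ppm effect at 2 weeks, 6930 for the 5 ppm effect at 4 weeks, 289 for the 10 ppm effect at 2 weeks, 1 for the 5 ppm effect at 24 h against 2 weeks, 6596 for the 5 ppm effect at 24 h against 4 weeks, 727 for the 10 ppm effect at 24 h against 2 weeks, 986 for the 10 ppm effect at 24 h against 4 weeks and 8 for the differences of term score effects between time points, the last against 13. The normexp fit raised 2 arrays of “infected–5 ppm, 30 min” at 4 weeks (fish 41 and 42) to medians of at least 348, where the highest of the other 70 was 266. Without these 2 arrays the counts under normexp were 1099 for the time point DEGs, 359 for the PAA treatment DEGs, 626 for the AGD DEGs, 1231 for the DEGs of any factor, 4 for the AGD effect at 24 h, 455 for the AGD effect at 4 weeks, 38 for the 5 ppm effect at 2 weeks, 505 for the 10 ppm effect at 2 weeks and 0 (limma, 1161 at an unadjusted p under 0.05) for the 5 ppm effect at 24 h against 2 weeks, and 0 for the 5 ppm effect at 4 weeks (limma, 1566 at an unadjusted p under 0.05).

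With no filter on dim probes the count was 1 for the 5 ppm effect at 24 h against 2 weeks. With the filter on all 72 arrays, which tests fewer probes by its construction, the counts were 1903 for the time point DEGs, 818 for the AGD DEGs, 2218 for the DEGs of any factor, 0 (limma, 1352 at an unadjusted p under 0.05) for the AGD effect at 24 h, 709 for the AGD effect at 4 weeks, 31 for the 5 ppm effect at 24 h, 0 (limma, 1363 at an unadjusted p under 0.05) for the 5 ppm effect at 24 h against 2 weeks and 1 for the 5 ppm effect at 24 h against 4 weeks. Array weights gave 1986 for the AGD DEGs, 974 for the AGD effect at 24 h, 3361 for the AGD effect at 2 weeks, 2196 for the AGD effect at 4 weeks, 84 for the 5 ppm effect at 24 h and 160 for the 5 ppm effect at 2 weeks. Slide as a block gave 605 for the time point DEGs, 1995 for the DEGs of any factor, 0 (limma, 2395 at an unadjusted p under 0.05) for the AGD effect at 24 h, 12 for the AGD effect at 2 weeks, 550 for the AGD effect at 4 weeks, 46 for the 5 ppm effect at 24 h, 1 for the 5 ppm effect at 2 weeks, 112 for the 10 ppm effect at 2 weeks and 1 for the 10 ppm effect at 4 weeks. Scan day as a block gave 681 for the time point DEGs, 2298 for the DEGs of any factor, 23 for the AGD effect at 2 weeks, 1 for the 5 ppm effect at 2 weeks, 159 for the 10 ppm effect at 2 weeks and 575 for the 10 ppm effect at 24 h against 2 weeks. Fish number sets as a random block gave 0 (limma, 1682 at an unadjusted p under 0.05) for the AGD effect at 24 h, 367 for the AGD effect at 2 weeks, 734 for the AGD effect at 4 weeks, 0 (limma, 1454 at an unadjusted p under 0.05) for the 5 ppm effect at 24 h, 0 (limma, 1762 at an unadjusted p under 0.05) for the 5 ppm effect at 2 weeks, 747 for the 10 ppm effect at 2 weeks, 0 (limma, 1245 at an unadjusted p under 0.05) for the 5 ppm effect at 24 h against 2 weeks, 623 for the 10 ppm effect at 24 h against 2 weeks and 948 for the 10 ppm effect at 24 h against 4 weeks.

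For the definition of a DEG, an adjusted p in place of the unadjusted one gave 102 for the PAA treatment DEGs and 465 for the AGD DEGs, a stricter requirement by construction. With no requirement on the range, a looser one, the counts were 8541 for the time point DEGs, 2245 for the PAA treatment DEGs, 3251 for the AGD DEGs and 10449 for the DEGs of any factor. The methods' analysis of variance gave 1368 PAA treatment DEGs with treatment at 3 levels and 1603 with treatment at 2 levels, with uninfected fish included in the 0 ppm level. Over the rows of Supplementary Table 1 alone, the latter gave 807 for the time point DEGs, 559 for the PAA treatment DEGs and 356 for the AGD DEGs. An absolute log2 fold change above 1 as a further requirement left 199 for the AGD effect at 2 weeks, 483 for the AGD effect at 4 weeks, 5 for the 5 ppm effect at 24 h, 18 for the 5 ppm effect at 2 weeks, 332 for the 10 ppm effect at 24 h and 209 for the 10 ppm effect at 2 weeks. Fits of only the 12 arrays compared, which have fewer arrays by construction, gave 670 for the AGD effect at 24 h, 3 for the AGD effect at 2 weeks, 0 (limma, 1731 at an unadjusted p under 0.05) for the 5 ppm effect at 24 h, 0 (limma, 2244 at an unadjusted p under 0.05) for the 5 ppm effect at 2 weeks, 1110 for the 10 ppm effect at 24 h and 645 for the 10 ppm effect at 2 weeks. Fewer arrays do not account for the rise under AGD at 24 h. These fits also have their own estimate of the spread, and the cause was not tested.

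With the fish number as a block, the count was 1 for the 5 ppm effect at 24 h against 2 weeks, and no other count left the margin. Fish of the same number in 1 group deviated from their group means with a mean correlation of -0.016 over 72 pairs, above 0.1 in 13 of them, so they shared only a number.

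Arrays that stood apart from their group were left out 1 at a time. The count for the AGD effect at 24 h was 0 (limma, 2350 at an unadjusted p under 0.05) without fish 38 of “infected–0 ppm”, 0 (limma, 1794 at an unadjusted p under 0.05) without its fish 37 and 1 without fish 7 of “uninfected–0 ppm”. The 5 ppm effect at 24 h ranged from 0 (limma, 1790 at an unadjusted p under 0.05) without fish 41 of “infected–5 ppm, 30 min”, over 6 without fish 37 of “infected–0 ppm”, to 37 without its fish 38. The 10 ppm effect at 24 h ranged from 2234 to 2457 probes without these 2 fish. At 2 weeks, leaving out fish 31 of “infected–0 ppm” gave 1944 for AGD, 1 for 5 ppm and 798 for 10 ppm. At 4 weeks, leaving out fish 37 of “infected–0 ppm” gave 1059 for AGD and 1 for 10 ppm. The 5 ppm effect at 4 weeks ranged from 0 (limma, 532 at an unadjusted p under 0.05) without fish 46 of “infected–5 ppm, 30 min” to 4 without its fish 47, with 2 without fish 37 of “infected–0 ppm”. The difference of the 5 ppm effects ranged from 0 (limma, 1378 at an unadjusted p under 0.05) without fish 41 of “infected–5 ppm, 30 min” to 2 without fish 37 of “infected–0 ppm” at 24 h in the comparison with 2 weeks, where it was also 0 (limma, 1276 at an unadjusted p under 0.05) without fish 38 of “infected–0 ppm” at 24 h and 0 (limma, 1645 at an unadjusted p under 0.05) without fish 31 of “infected–0 ppm” at 2 weeks. In the comparison with 4 weeks it ranged from 0 (limma, 2206 at an unadjusted p under 0.05) to 1 without the same 2 fish. The difference of the 10 ppm effects ranged from 815 to 1198 for 2 weeks, and from 1359 to 1817 for 4 weeks, without fish 38 and 37 of “infected–0 ppm” at 24 h.

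The number of comparisons of cluster scores past the threshold, 24, ranged from 17 to 23 over the alternatives, and that of term scores, also 24, from 20 to 27 over those other than median centring. No difference of cluster score effects between time points passed the threshold under any scaling or background tried. These tests regroup time labels, so a change over time or scan day shared by both groups enters them. They therefore cannot decide whether the cluster effects differed. The AGD effect on cluster 7, for example, was 0.56 at 24 h and 1.83 at 4 weeks (adjusted p = 0.0923 for the difference, exact permutation test). The SDs of these 4 groups ran from 0.09 to 0.32. The correlation of the 2 doses ranged from 0.557 to 0.714. Among 85 pairs of a score and a comparison given above or past the threshold, the direction and the side of the threshold were kept in 80 under quantile normalization, 67 under median centring, 81 after normexp, 73 for the median over features and 83 for every row of the table. Of 44 term scores taken over the features of the reported cluster alone, 38 were kept, and of 10 scores taken among fish scanned on the same day 6. Median centring moved 15 scores below the threshold and 2 above it. For 95 pairs of a named gene and a comparison, 89 were kept under quantile normalization, 87 under median centring, 79 after normexp and 83 with scan day as a block. Directions reversed in 5 cases: cluster 2 at 5 ppm at 4 weeks (0.011 after normexp), Immune T cell at 10 ppm at 4 weeks (-0.052 under median centring), Cell Redox at 10 ppm at 4 weeks and Cell GTP signaling at 10 ppm at 24 h (0.10 and 0.33 over the features of the reported cluster), and Ssa#TC109372, a probe without a name in the table, under AGD at 2 weeks (0.27 after normexp). Of these, 2 had passed the threshold with the main settings, Cell GTP signaling and Ssa#TC109372, and the cause was not tested.

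Signal over background limits the dim probes. Of the 14343 probes tested, 10608 were well above background on every array, and a signal near background leaves the log2 fold change of the others dependent on the background correction.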

Differences from the paper's values

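The settings that use the rows of Supplementary Table 1 alone, normexp without 2 arrays or scan day as a block, and the comparisons of fish scanned on the same day, were chosen only after the values were seen. The other alternatives were set before the data were examined. A count is listed where it differs from the paper's by more than 1.5 times, and a mean of a cluster where it differs by more than the SD of the 6 fish.

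DEGs of any factor numbered 1054 in the paper against 4410, and no alternative set beforehand came within 1.5 times. Time point DEGs numbered 893 in the paper against 3837, within that margin only with slide as a block (605). Their division by p was 663 in the paper against 2790 under 0.001, 139 in the paper against 550 from 0.001 to 0.01 and 94 in the paper against 497 from 0.01 to 0.05. Of these 3, only the middle one came within the margin, with slide as a block (148). PAA treatment DEGs numbered 545 in the paper against 884, with 525 after normexp background correction, 644 with the filter on all 72 arrays, 763 with slide as a block and 709 with fish number sets as a random block, and no other alternative within the margin. By p they were 201 in the paper against 113 under 0.001 (within the margin: median centring 149, array weights 218, no requirement on the range 265), 164 in the paper against 277 from 0.001 to 0.01 (normexp 130, the filter on all 72 arrays 219, slide as a block 211, fish number sets 205) and 180 in the paper against 494 from 0.01 to 0.05 (none). AGD DEGs numbered 383 in the paper against 1295, within the margin only with an adjusted p (465). By p they were 145 in the paper against 315 under 0.001 (slide as a block 187, an adjusted p 109), 102 in the paper against 332 from 0.001 to 0.01 (an adjusted p 106) and 136 in the paper against 648 from 0.01 to 0.05 (none).

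In the regions of Figure 3B, time point alone held 398 in the paper against 2463 (slide as a block 335), treatment alone 79 in the paper against 163 (the filter on all 72 arrays 116, array weights 118), AGD alone 39 in the paper against 324 (none), time point and treatment 270 in the paper against 489 (normexp 315, the filter on all 72 arrays 349, fish number sets 387), and time point and AGD 138 in the paper against 739 (slide as a block 136). No other alternative came within the margin for these 5 regions. The paper's 7 regions sum to 1149, where the paper gives 1054 DEGs, and the regions that hold time point, treatment and AGD sum to 956, 574 and 402 where the paper gives 893, 545 and 383. The paper's 3 numbers of time point DEGs by p sum to 896, and the sheet of counts in Supplementary Table 1 gives 136 where the text gives 139.

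With the methods' analysis of variance at 2 levels of treatment, counted over the rows of Supplementary Table 1 alone, the numbers were 807, 559 and 356 for time point, treatment and AGD, all within the margin of the paper's, a setting chosen after seeing the values, over rows that are the paper's own DEGs, that drops 63 of the paper's 940 distinct features. After normexp background correction without 2 arrays, also chosen after seeing the values, there were 1231 DEGs of any factor and 1099 time point DEGs, within the margin, with 166 of the paper's features dropped and 457 DEGs outside its table. For PAA treatment this setting gave 359 and for AGD 626, both outside the margin. With scan day as a block, likewise chosen after seeing the values, there were 681 time point DEGs, within the margin, with 349 of the paper's features dropped from the DEGs of any factor.

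Clusters 2 and 6 hold 16 and 13 genes in the paper and 10 and 8 distinct features here, and the paper's numbers are those of every row of the table. The table's group means for a cluster differ from those of the same features here in 10 of the comparisons made. For cluster 1 they were 0.70 in the paper and 0.90 here for “infected–5 ppm, 30 min” at 2 weeks (within the SD after normexp, 0.77), 0.67 in the paper and 0.86 here for “infected–10 ppm, 15 min” at 2 weeks (normexp 0.75), 0.38 in the paper and 0.51 here for “uninfected–0 ppm” at 4 weeks (median centring 0.41), 0.78 in the paper and 0.98 here for “infected–0 ppm” at 4 weeks (normexp 0.85), and 0.82 in the paper and 1.05 here for “infected–10 ppm, 15 min” at 4 weeks (quantile normalization 0.97, median centring 0.88, normexp 0.93). For cluster 2 they were -0.56 in the paper and -0.89 here for “infected–5 ppm, 30 min” at 2 weeks (normexp -0.46) and -0.58 in the paper and -0.89 here for “infected–10 ppm, 15 min” at 4 weeks (within the SD over every row of the table, -0.62 in the paper and -0.89 here, and for the median over features, -0.63 in the paper and -0.87 here). For cluster 8 they were 1.41 in the paper and 1.69 here for “infected–5 ppm, 30 min” at 2 weeks (normexp 1.44), 1.67 in the paper and 1.95 here for “infected–10 ppm, 15 min” at 2 weeks (normexp 1.68), and 1.10 in the paper and 1.30 here for “uninfected–0 ppm” at 4 weeks (quantile normalization 1.25, median centring 1.20, normexp 1.14). The other alternatives, among scaling, background, every row and the median over features, stayed outside the SD for these means.

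Of the genes and directions the paper states, several differ here. The paper reports the interleukin 1b receptor as lower in infected fish with and without PAA, while interleukin-1 receptor type II, relative to “uninfected–0 ppm” at 24 h, had means of -0.21 in “infected–0 ppm”, -0.64 in “infected–5 ppm, 30 min” and 0.79 in “infected–10 ppm, 15 min” at 24 h, and was called under AGD at no time point. Several interferons are reported as lower through most of the trial in these groups. The 3 interferon gamma features were called lower under AGD at 4 weeks only, and against “infected–0 ppm” they were called lower at 10 ppm at 24 h and at no time point at 5 ppm. At 10 ppm at 2 weeks 1 of them was called higher, a call lost with scan day as a block. Among GTP-related genes reported as raised by PAA, GTPase IMAP family member 7 was not called (0.43 at 10 ppm and -0.26 at 5 ppm), though GTPase activating protein and guanine nucleotide-binding protein-like 3 were called higher at 10 ppm, and the score over all features of the term was -0.19, or 0.33 over those in cluster 4. Superoxide dismutase is reported as affected at 24 h, and the 2 features named superoxide dismutase [Mn] were not called there, while thioredoxin reductase 3 and glutathione peroxidase 1-like were called at 10 ppm. The paper describes all genes of cluster 9 as raised under AGD, and glutathione S-transferase P-like was not among the 4 called.

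The paper describes the infected groups as nearly alike after 24 h. At 2 weeks 10 ppm differed from “infected–0 ppm” in 1251 probes, or 159 with scan day as a block, and at 4 weeks in 0 (limma, 1341 at an unadjusted p under 0.05). Chemokine and complement genes are described with treatment differences at 24 h, and neither score passed the threshold against “infected–0 ppm” at either dose, though Immune Ig did at 10 ppm (-0.90). The paper has cluster 3 lower in infected fish at 24 h, where the difference from “uninfected–0 ppm” was -0.09 and passed the threshold only under median centring (-0.24). It has cluster 6 repressed by AGD and induced by PAA at 24 h, and these 3 differences of the score did not pass the threshold, while 4 of its features were called at 10 ppm. For cluster 7 it has “infected–10 ppm, 15 min” above the other infected groups at 24 h and below them at 2 weeks, where the differences from “infected–0 ppm” were 0.39 and -0.58 and neither passed the threshold. Among fish scanned on the same day, a comparison chosen after seeing the values that drops 0 of the 24 features, the latter was -0.68, with an exact p under 0.05 that was not adjusted.

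Proteases and cluster 4 are described as raised by PAA at 24 h, and redox genes as more affected with PAA. The Immune protease score did not pass the threshold at 5 ppm (1.01) with the main settings and did under quantile normalization (1.10) and normexp (0.87), while at 10 ppm (1.82) it did not pass under any alternative. Cell Redox at 10 ppm (0.57) passed under quantile normalization (0.61) and normexp (0.46). Cluster 4 at 5 ppm (0.23) passed under median centring (0.35), and Metabolism Mitochondria at 5 ppm (0.17) over its features in cluster 4 (0.35). Immune Complement under AGD at 4 weeks (-0.21) passed over its features in cluster 5 (-0.46). Heat shock protein 70, named as raised, was 0.75 at 10 ppm and was not called. Of the 3 glutamine synthetase features, 1 was called, and the other 2 were called under median centring (0.78 and 0.74), the second also after normexp (0.67). Arginine N-methyltransferase 3 at 5 ppm (0.59) was called under median centring (0.70), as was the giant mucus protein feature Ssa#GRASP209734157 (0.92, or 1.04). The dose difference at 24 h, described as larger at 10 ppm for clusters 2, 3 and 4, had that sign for all 3 scores and passed the threshold for none. The cluster 5 score, also lower at 10 ppm than at 5 ppm, did pass it, with a difference of -0.20 (adjusted p = 0.0354).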

Other observations

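The tests of scan day, the regroupings, the test of shared untreated fish and the count over the rows of the table were chosen only after the results were seen, while the test of a graded response was not.

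The time point DEGs may reflect the scan day in part. Within “infected–0 ppm” at 2 weeks, the only group scanned on both days, 1454 probes differed between 2 fish of the first day and 4 of the second, and the other ways to divide these 6 fish gave at most 115. This argues against time after treatment alone as the source of the differences between time points. Across the 14343 probes, differences between time points that spanned the scan days correlated with this scan day difference with r from 0.495 to 0.754, while differences within a scan day gave r from -0.264 to -0.189 (across probes, which are not independent replicates). Of the 3837 time point DEGs, 3267 were lost with scan day as a block and 570 were kept. The block rests on these 2 and 4 fish alone and makes differences between time points less precise. The number lost therefore does not measure how many DEGs come from the scan day. Of 100 regroupings of the arrays by time point, 1 gave as many time point DEGs, the real one, which argues against chance. The design separates time from scan day only in part. Within a scan day, “uninfected–0 ppm” gave 0 calls between 24 h and 2 weeks (limma, 1398 at an unadjusted p under 0.05). Between 2 and 4 weeks “infected–5 ppm, 30 min” gave 0 (limma, 582 at an unadjusted p under 0.05) and “infected–10 ppm, 15 min” 159. The comparisons counted across the scan days gave 2042 to 6282, and 4 weeks against 24 h was not counted for the infected groups. No group has 24 h and 4 weeks on 1 scan day. The 2 fish of the first day in “infected–0 ppm” at 2 weeks may also differ from the other 4 for reasons other than the scan day, such as a shared tank, which was not tested.

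At 2 weeks, single clusters went beyond the scan day. The cluster 9 score of the 2 infected fish scanned on the first day exceeded that of the 6 uninfected fish scanned on that day by 4.20, and cluster 7 did likewise, the largest separation these fish allow. The cluster 8 score of “infected–10 ppm, 15 min” exceeded that of the 4 untreated infected fish scanned on the second day by 0.76. These comparisons among fish of 1 scan day argue against scan day as the source of these rises, with infection and treatment as the biological hypotheses. The slide was not tested for them.

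As many PAA treatment DEGs as the 884 found were given by 2 of 100 regroupings of the arrays, as many AGD DEGs as the 1295 by 3, and as many DEGs of any factor as the 4410 by 1, each with the real one included. This argues against chance for the 3 counts, at shares that were not adjusted over the counts tested. For PAA treatment, though, regroupings gave a median of 350, and for AGD a median of 246. The counts exceed the paper's. Over the rows of the paper's table there were 559 PAA treatment DEGs with the methods' analysis of variance and 334 with limma, where the paper gives 545, but these rows are the paper's own DEGs, so the counts over them decide nothing about why the numbers differ. Why probes outside the table are missing from it was not tested beyond the range requirement, and the preprocessing with STARS stays open.

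The correlation of the 5 and 10 ppm effects at 24 h may come from the untreated fish that both share: 25 of 100 simulations without any effect gave a correlation as high as 0.577. Over the probes called at 10 ppm the share with a 5 ppm effect of the same sign was as high in 6 of 100 simulations. The median ratio of the 5 ppm to the 10 ppm effect over these probes was 0.436, against a mean of 0.474 in the simulations, and 17 of the 20 probes called at 5 ppm were also called at 10 ppm, against a mean of 11.9. So a smaller response to 5 ppm of the same kind stays open, and these values do not show it.

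The fish of a dose varied in their response at 24 h, and a graded response, in which a fish with a larger rise in cluster 2 also has a larger rise in cluster 4 and a larger fall in cluster 3, was tested as a hypothesis. In “infected–10 ppm, 15 min” the cluster 2 score correlated with that of cluster 4 with r = 0.884 (exact test over 720 rearrangements, adjusted over 8 relations, p = 0.0417, n = 6; Spearman's rho 0.83, p = 0.117), and with 0.82 when the 2 fish farthest from the median were left out. With cluster 3 the correlation was -0.93 (p = 0.0333, rho -0.94, p = 0.117, and -0.91 without 2 fish). In “infected–5 ppm, 30 min” the correlations were 0.92 and -0.92 (p = 0.0333 for each), or 0.76 and -0.99 without 2 fish. None of the 8 rank correlations passed the threshold after adjustment. Relations of the cluster 2 score to the brightness of the arrays and to the share of probes well above background did not pass the threshold. These values are consistent with a graded response among fish, but only by Pearson's r, the clusters were chosen on the same arrays, and a difference between tanks or in the time of sampling stays open as untested.

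The largest changes among called probes whose groups did not overlap, other than those given above, were as follows. At 10 ppm at 24 h, cytosolic phospholipase A2 gamma rose (2.97), and uncharacterized LOC106592244 (-1.97) and a probe without a name in the table fell, the latter well above background on 1 of 6 treated arrays. At 10 ppm at 2 weeks, dystonin rose (2.45), and DNA damage-inducible transcript 4 protein-like (-3.40) and TSC22 domain family, member 3 (-2.31) fell. With scan day as a block dystonin was not called and the last 2 were. At 5 ppm at 24 h, Ssa#GRASP209730755 (1.47) and another probe without a name (1.06) rose, and 2 such probes fell (-1.04 and -0.87). At 5 ppm at 2 weeks, aldehyde dehydrogenase 3 family, member A2a (2.09) and a probe without a name, well above background on 1 of 6 untreated arrays, rose, and a probe without a name (-0.94) and mannose receptor (-0.86) fell, none of the 4 called with scan day as a block. Under AGD at 2 weeks, Ssa#TC109372 was at least 1.25-fold lower, as it was well above background on 0 of 6 infected arrays, though it was higher after normexp background correction, and another probe without a name (-1.20) fell, neither called with scan day as a block. Under AGD at 4 weeks, Ssa#KSS940 was at least 1.93-fold lower, likewise with 0 of 6 infected arrays well above background.

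Glutathione S-transferase P-like (Ssa#GRASP209735021) had 12 fish with values far below the other 60. In the order of “uninfected–0 ppm”, “infected–0 ppm”, “infected–5 ppm, 30 min” and “infected–10 ppm, 15 min”, these were 2, 2, 0 and 2 fish at 24 h, 2, 1, 0 and 2 at 2 weeks, and 0, 0, 1 and 0 at 4 weeks. Why the values fall into 2 sets was not tested.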
